# Transcriptomic and functional analyses of 3D placental extravillous trophoblast spheroids

**DOI:** 10.1038/s41598-019-48816-8

**Published:** 2019-08-30

**Authors:** Michael K. Wong, Mishquatul Wahed, Sarah A. Shawky, Anna Dvorkin-Gheva, Sandeep Raha

**Keywords:** Cell invasion, Reproductive biology

## Abstract

Placental extravillous trophoblast (EVT) invasion is essential in establishing proper blood supply to the fetus during pregnancy. However, traditional 2D *in vitro* systems do not model the *in vivo* invasion process in an anatomically-relevant manner. Our objectives were to develop a 3D spheroid model that would allow better emulation of placental invasion *in vitro* and to characterize the transcriptomic and functional outcomes. HTR8/SVneo EVT cells were self-assembled into 3D spheroids using ultra-low attachment plates. Transcriptomic profiling followed by gene set enrichment and gene ontology analyses revealed major global transcriptomic differences, with significant up-regulations in EVTs cultured as 3D spheroids in canonical pathways and biological processes such as immune response, angiogenesis, response to stimulus, wound healing, and others. These findings were further validated by RT-qPCR, showing significant up-regulations in genes and/or proteins related to epithelial-mesenchymal transition, cell-cell contact, angiogenesis, and invasion/migration. A high-throughput, spheroid invasion assay was applied to reveal the dynamic invasion of EVTs away from the spheroid core into extracellular matrix. Lastly, lipopolysaccharide, dexamethasone, or Δ^9^-tetrahydrocannabinol exposure was found to impact the invasion of EVT spheroids. Altogether, we present a well-characterized, 3D spheroid model of EVT invasion and demonstrate its potential use in drug and toxin screening during pregnancy.

## Introduction

The human placenta is a transient organ that forms the interface between the mother and fetus during pregnancy^1^. One of its key functions during early pregnancy is invasion and migration into the maternal decidua^2,3^. Proper invasion is critical to the remodeling of maternal spiral arteries into high capacitance, low resistance vessels that supply oxygen and nutrients to the fetus^4^. The primary placental cell type responsible for regulating invasion is the extravillous trophoblast (EVT), which bears the ability to migrate away from the solid trophoblast columns of the anchoring chorionic villi and invade into the maternal decidua^5^. This process is highly regulated by a variety of physiochemical factors (*e*.*g*. oxygen, growth factors, nutrients, extracellular matrix proteins), and dysregulated EVT invasion can conversely result in compromised placentation and an inability to properly support both the mother and fetus^6^. Interestingly, pregnancy-related diseases like preeclampsia and placenta accreta have been strongly associated with altered EVT invasion and spiral artery remodeling, both poorly understood pathological outcomes of impaired trophoblast function^6^. However, our ability to better understand the cellular and molecular underpinnings of these placental diseases may be limited, in part, by the unrepresentative nature of current two-dimensional (2D) *in vitro* systems.

Accumulating evidence in other organ systems and cancer models suggest that culturing cells in three-dimensions (3D) can provide more anatomically- and physiologically-relevant results compared to traditional 2D monolayer cultures^7^. While some researchers have begun to culture placental cells as 3D spheroids or organoids^8–12^, our overall understanding of the transcriptomic changes and functional outcomes associated with its formation remains preliminary. Characterization studies contrasting novel 3D spheroids against 2D monolayers are especially lacking – yet, these are necessary to justify its use and advancement, as the theorized advantages (*e*.*g*., enhanced cell-cell contact, physiological function, etc.^7^) are not verified in placental *in vitro* cultures. Moreover, there are no spheroid models to date that directly and specifically mimic the trophoblast column of the anchoring chorionic villi, and demonstrate functional EVT invasion and migration away from its core as seen *in vivo*^13^. To address this, we develop a self-assembling, 3D spheroid culture system of the trophoblast column and EVT invasion, and use a transcriptome-wide microarray and bioinformatics approach to characterize the global gene expression profiles against traditional 2D monolayers. We further apply a high-throughput, spheroid invasion assay to measure the actual invasion of the 3D EVT spheroids into extracellular matrix in real-time, and assess the impact of various drugs and compounds.

## Results

### Extravillous trophoblast cells self-assembled into 3D spheroids with high viability over eight days

HTR8/SVneo EVT cells seeded in ultra-low attachment plates at densities of 1,000, 5,000, and 10,000 cells/mL all self-assembled into spheroids within two days with average diameters of 211.1 µm, 323.7 µm, and 411.6 µm, respectively (Fig. 1a). Spheroid diameter increased at rates of 36.05 ± 2.01, 31.26 ± 1.73 and 26.65 ± 3.47 µm/day over eight days, respective to the seeding densities, and maintained structural integrity throughout (Fig. 1a,b). Spheroids seeded at 5,000 cells/mL were used in subsequent experiments as they maintained mean diameters of less than 500 µm over eight days, above which has been frequently characterized with necrotic cores^14^. Indeed, live and dead staining using calcein AM and ethidium homodimer-1, respectively, confirmed that spheroids maintain high viability (98.9–99.9% live cells) over eight days (Fig. 1c,d). Hematoxylin and eosin (H&E) staining of cross-sections also revealed that the spheroids exhibit solid cores (Fig. 1e), resembling the solid structural anatomy of trophoblast columns *in vivo*^15^.

**Figure 1:**
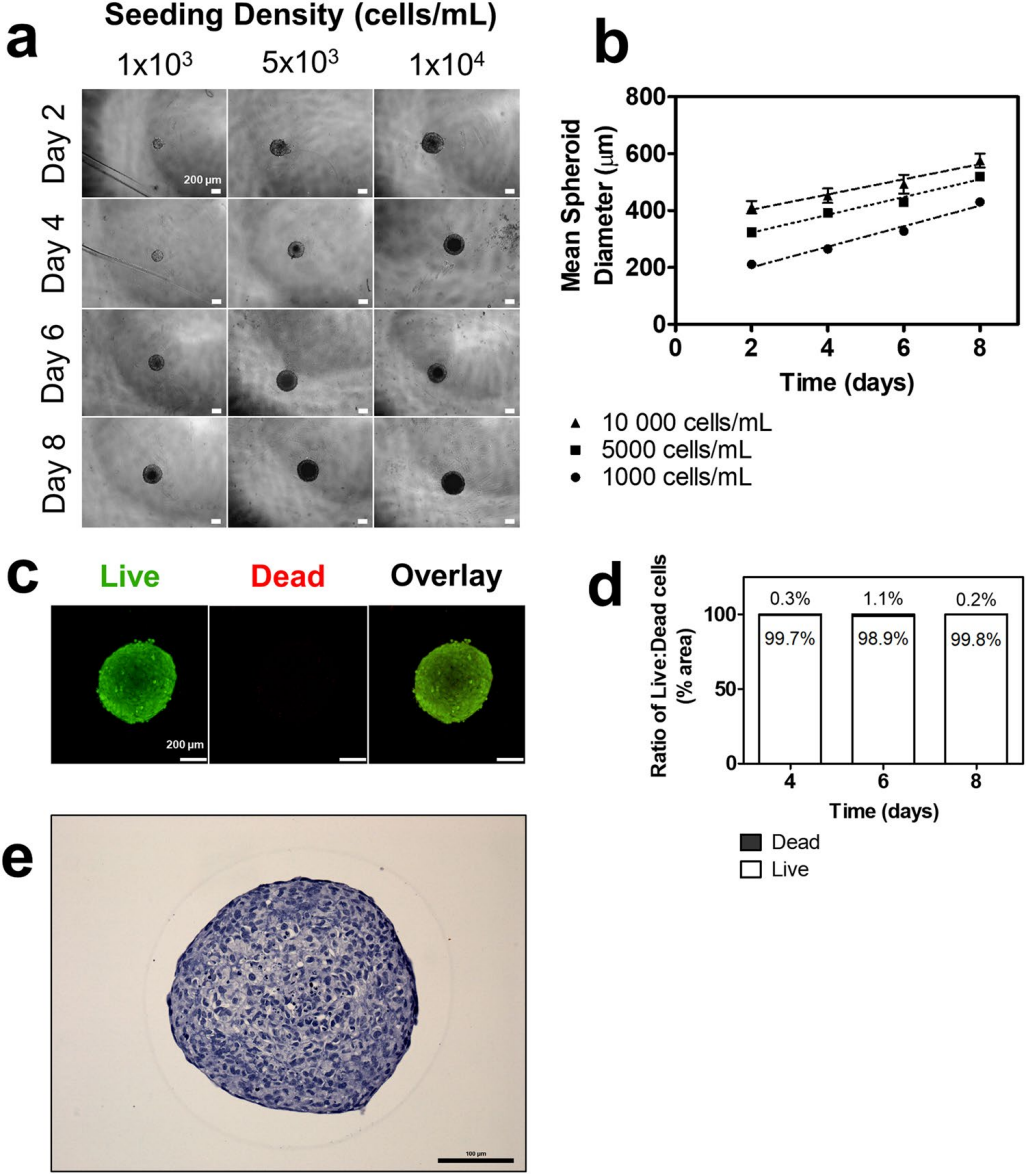
Self-assembly, growth, and viability of 3D EVT spheroids over eight days. (**a**) EVTs seeded at three different densities form spheroids that increase in size over eight days. 4x magnification. Scale bar indicates 200 µm. (**b**) Mean spheroid diameter over time across three seeding densities. (**c**) Immunofluorescent images of live and dead stain using calcein AM and ethidium homodimer-1, respectively. Green colour indicates live cells. Red colour indicates dead cells. 10x magnification. Scale bar indicates 200 µm. (**d**) Ratio of surface area of live to dead cells at days four, six, and eight. (**e**) Representative image of H&E staining of a spheroid cross-section. Scale bar indicates 100 µm. n = 3.

### Distinct transcriptomic profiles in EVTs cultured as 3D spheroids and 2D monolayers

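Cells of HTR8/SVneo, an established line derived from human extravillous trophoblasts (EVTs), were grown either as attached 2D monolayers or as 3D spheroids that assembled in ultra-low attachment plates. Total RNA was hybridized to Clariom S Human arrays, on which groups of short probes (probe sets) report the transcript level of annotated genes. 4 arrays of 3D spheroids and 4 arrays of 2D monolayers were compared, and these are the n of the values given for each group. The letters A to D name distinct samples, and the paper's text does not say whether they came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The authors computed the values with the RMA algorithm in Expression Console, which corrects the background, normalizes the arrays to each other and summarizes the probes of each probe set on the log2 scale. These values were used as deposited. Of 24351 probe sets, 2903 control probe sets were left out and 21448 were tested, of which 17709 had 1 gene symbol and 3739 had none and could not be named. Differential expression was tested with limma (linear model and empirical Bayes moderation) at the thresholds of the paper's methods, an adjusted p below 0.05 by the Benjamini-Hochberg method and an absolute fold change of at least 2. The medians of the arrays ranged from 6.04 to 6.06 in 2D monolayers and from 6.16 to 6.23 in 3D spheroids. The SD over the probe sets of an array ranged from 2.75 to 2.80 in 2D monolayers and from 2.51 to 2.60 in 3D spheroids, so the values of the 3D arrays spanned a narrower range. Between 40.0 and 43.4% of the probe sets on the 2D arrays, and between 38.7 and 43.3% on the 3D arrays, lay above the 95th percentile of the antigenomic probe sets, which match no human sequence and measure background. Gene lists, thresholds and the rule for naming genes were set before the data were examined, but with the paper's categories and supplementary term tables known. The number of arrays limits the precision of all values.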

To understand how global gene expression profiles were changed in EVTs cultured as 3D spheroids compared to 2D monolayers, we analyzed 21,448 genes via Clariom S Human transcriptome profiling microarray (Thermo). A total of 4,562 gene probe sets were found to be differentially expressed in 3D spheroids compared to 2D monolayers, with 2,327 genes up-regulated and 2,235 genes down-regulated (FDR p-value < 0.05; absolute fold change ≥2; Fig. 2a). 

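The chemokine CXCL8, which attracts neutrophils, had the largest measured rise of all named genes, from 8.36 ± 1.08 (SD, n = 4) in 2D monolayers to 16.53 ± 0.12 (SD, n = 4) in 3D spheroids on the log2 scale. This is a log2 fold change of 8.17 (standard error 0.40, adjusted p = 1.26e-08 from limma). Large log2 fold changes were also measured for the cytokine IL33, 7.56, and for STC1, which encodes the secreted hormone stanniocalcin, 7.07. They were 6.77 for TXNIP, which encodes an inhibitor of thioredoxin, and 6.62 for the chemokine CCL20. The metallothionein genes MT1L, MT1B, MT1X and MT1G, whose products bind zinc and copper, rose by 5.57 to 6.56 on the log2 scale. PTGS2, the inducible cyclooxygenase of prostaglandin synthesis, rose by 5.48, USP17L15, a member of a family of deubiquitinase genes with near-identical copies, by 5.23, and C3, the central component of complement, by 5.16. TNFRSF9, a co-stimulatory receptor, had the largest fall, from 12.77 ± 0.46 (SD, n = 4) in 2D monolayers to 8.04 ± 0.40 (SD, n = 4) in 3D spheroids. Its log2 fold change was -4.73 (standard error 0.28, adjusted p = 7.3e-08 from limma). The genes of amino acid metabolism ASNS (asparagine synthetase), CBS (cystathionine synthesis) and PSAT1 (serine synthesis) had log2 fold changes of -4.45, -4.01 and -3.65. ATP8B1, a phospholipid flippase, had a log2 fold change of -3.79, NTN4, a netrin of basement membranes, of -3.49 and MFGE8, which marks dying cells for uptake, of -3.46. The creatine transporter SLC6A8 was at -3.37, CPE, a prohormone-processing enzyme, at -3.35, and the tyrosyl-tRNA synthetase gene YARS1 at -3.24. In total, 2327 probe sets were higher and 2235 were lower in 3D spheroids, of which 599 and 267 had no gene symbol. Every 3D sample was above every 2D sample for 1985 of the higher probe sets, and below every 2D sample for 2068 of the lower ones. Over all tested probe sets the groups were fully apart for 34.7%, where chance alone gives 2.86%. The 2D means of IL33, STC1, TXNIP, CCL20 and PTGS2 lay below the 95th percentiles of the antigenomic probe sets (6.53 to 6.85 on the 2D arrays), so the size and order of their rises are uncertain. With the mean of 75 genes known from other organs subtracted from each array, 594 probe sets were higher and 6357 lower, and the median log2 fold change of all probe sets moved from 0.06 to -0.56.

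**Figure D1:**
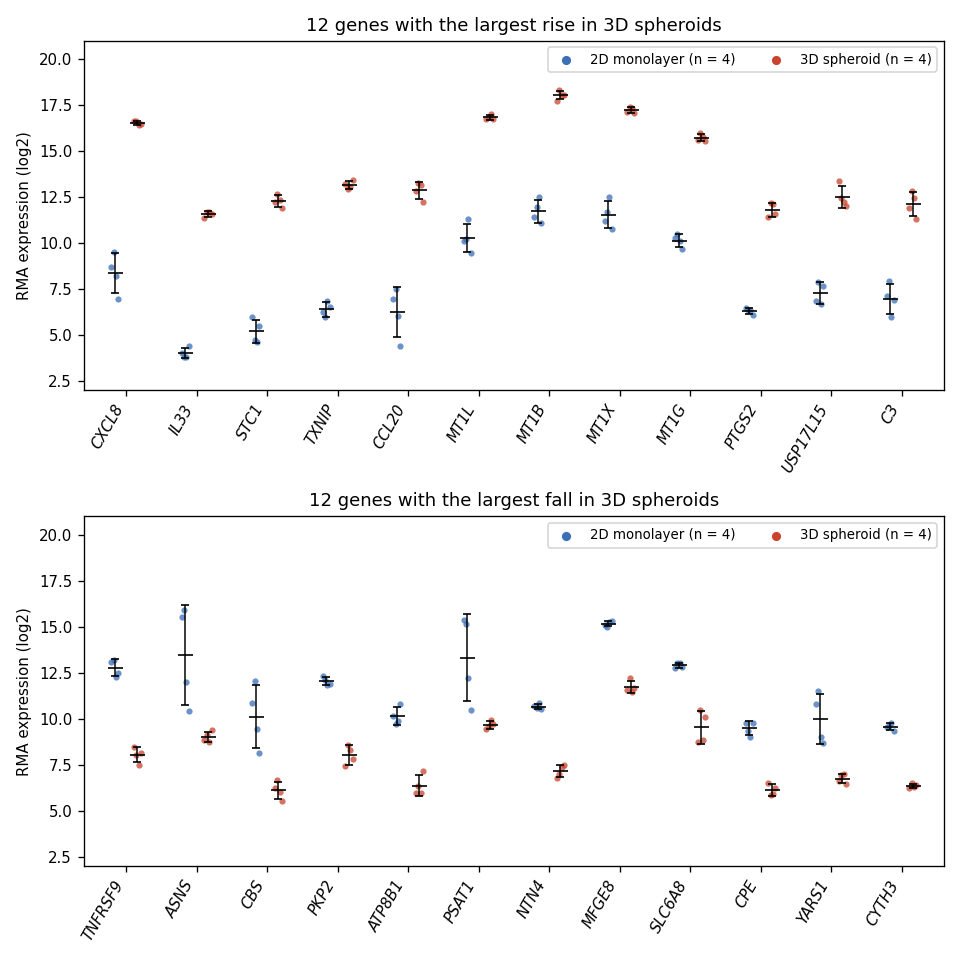
RMA expression on the log2 scale of the 12 genes with the largest rise (top) and the 12 with the largest fall (bottom) in 3D spheroids. Each point is an array, blue for 2D monolayers (n = 4) and red for 3D spheroids (n = 4), with black bars for the mean and SD of the group. The genes were picked among changed genes whose groups do not overlap. The 2D samples of ASNS lie between 10.40 and 15.94.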

Cluster dendrogram analyses demonstrated distinct grouping between samples from 3D spheroid and 2D monolayer groups and a large height distance to convergence, suggesting highly different global transcriptome profiles between the two groups (Fig. 2b). 

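Samples of the same culture type were closer to each other than to any sample of the other type. The distance, measured as 1 minus the Pearson correlation over all tested probe sets, was 0.0666 on average between a 3D and a 2D sample (range 0.0558 to 0.0822), against 0.0202 between 2D samples and 0.0277 between 3D samples. The difference between these between-group and within-group means was 0.0426 (exact permutation test over the 35 splits of the 8 arrays, one-sided p = 0.0286, the smallest p that 4 arrays against 4 allow). With complete linkage the 2 groups joined at a height of 0.0822. The bright and the dim probe sets differed in direction. Among the 5362 brightest probe sets, 366 were higher and 1056 were lower in 3D spheroids, and their median log2 fold change was -0.41. Among the 5362 dimmest probe sets, 491 were higher and 50 were lower, and their median was 0.33. GAPDH, the glycolytic enzyme used as an RT-qPCR control, was among the brightest, at 19.68 ± 0.08 (SD, n = 4) in 2D monolayers and 19.65 ± 0.06 (SD, n = 4) in 3D spheroids. This is near the highest values on the arrays (19.67 to 19.93), where a change can be compressed. ACTB, another RT-qPCR control, was at 6.64 ± 0.19 and 7.16 ± 0.29 (log2 fold change 0.52, adjusted p = 0.0837 from limma). Its 2D samples (6.39 to 6.85) lay about at the 95th percentiles of the antigenomic probe sets (6.53 to 6.85 on the 2D arrays). The level and the fold change that this probe set gives for ACTB are therefore uncertain. From the separate grouping of the samples and the height at which the groups converge, the paper proposes that global gene expression differs strongly between the culture types.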

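Within the groups, the last 2D sample joined the others at a height of 0.0232 (1 minus the Pearson correlation, complete linkage) and the last 3D sample at 0.0304. The mean Pearson correlation of a sample with the others of its group ranged from 0.978 to 0.981 in 2D monolayers and from 0.970 to 0.974 in 3D spheroids. The median SD of a probe set was 0.32 in 2D monolayers and 0.36 in 3D spheroids (log2, n = 4 each). Some genes of amino acid metabolism spread far more widely than this between the 2D samples. The SD of ASNS was 2.70 in 2D monolayers and 0.29 in 3D spheroids, that of PSAT1 was 2.38 and 0.22, and that of the alanyl-tRNA synthetase gene AARS1 was 1.33 and 0.34. For ASNS, the 2D samples A and B were at 15.54 and 15.94, and the 2D samples C and D at 12.01 and 10.40. The intermediate filament gene VIM varied little, at 15.63 ± 0.09 (SD, n = 4) in 2D monolayers and 15.80 ± 0.04 (SD, n = 4) in 3D spheroids.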

The short height distance to convergence seen for samples within each of the two groups suggests similar transcriptome profiles within each group (Fig. 2b).

**Figure 2:**
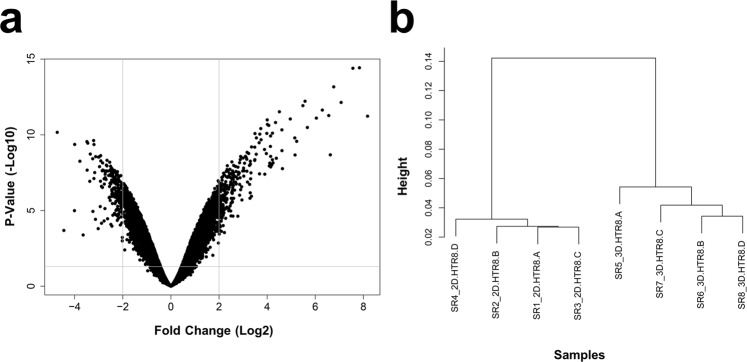
Transcriptome profiling of global gene expression changes in EVTs cultured as 3D spheroids compared to 2D monolayers. (**a**) Volcano plot comparing fold change (Log2) to p-value (-Log10) of differentially expressed genes measured using Clariom S Human microarray (Thermo). Significance determined by p < 0.05 and absolute fold change ≥2. (**b**) Dendrogram demonstrating clustering of the samples by similarity of transcriptome profiles. Four samples were analyzed per group, with different letters at the end of the name indicating a distinct sample.

### Gene set enrichment analysis of canonical pathways and biological processes

We next performed gene set enrichment analysis (GSEA) on the transcriptome microarray data to identify the enriched canonical pathways in extravillous trophoblasts cultured as 3D spheroid compared to 2D monolayers (Fig. 3a). 

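Receptors for neurotransmitters and chemokines, defensins and interferon alpha genes were higher in 3D spheroids, whereas the genes of core matrix proteins went in both directions. Of 39 receptors for biogenic amines, 19 were higher, 0 were lower and 20 did not pass an adjusted p below 0.05 from limma, with no minimum fold change (23 higher when adjusted over the list alone). The dopamine receptor gene DRD1 rose from 5.53 ± 0.35 to 7.49 ± 0.28 (log2, SD, n = 4 each). The adrenergic receptor gene ADRA1A and the serotonin receptor subunit gene HTR3D had log2 fold changes of 1.73 and 1.65. Of 20 chemokine receptors, 13 were higher, 0 were lower and 7 did not pass (13 higher when adjusted over the list alone). Among them were log2 fold changes of 1.94 for CXCR4, 1.81 for XCR1 and 1.70 for CCR2. Of 32 defensins, which are antimicrobial peptides, 19 were higher, 0 were lower and 13 did not pass (22 higher when adjusted over the list alone), and DEFB108B and DEFB132 led the list at 2.17 and 1.89. Of 13 interferon alpha genes, 11 were higher, 0 were lower and 2 did not pass (11 higher when adjusted over the list alone), with IFNA8 at 2.12. Mean log2 fold changes of these lists were 0.73, 0.88, 0.85 and 1.06, with adjusted p = 1.42e-06, 4.96e-05, 1.11e-06 and 5.94e-05 from limma's camera, which compares a list with all other genes. Their median levels were 4.39, 4.41, 4.43 and 4.56 in 2D monolayers and 5.26, 5.22, 5.11 and 5.28 in 3D spheroids. All lay below the 95th percentiles of the antigenomic probe sets (6.53 to 6.89), so expression of many of these genes is uncertain. Of 82 core matrix genes, 21 were higher, 18 were lower and 43 did not pass (23 higher and 18 lower when adjusted over the list alone), and the list as a whole was not called (mean 0.21, adjusted p = 0.141 from camera). TGFBI and IGFBP3, secreted proteins of the matrix, had log2 fold changes of 3.35 and 2.90, the collagen gene COL6A1 of 2.24 and the matricellular gene CCN1 of -1.56. Of 63 matrix proteases and inhibitors, 25 were higher, 6 were lower and 32 did not pass (27 higher and 6 lower when adjusted over the list alone). Their mean was 0.57 (adjusted p = 1.84e-04 from camera). The protease inhibitor TIMP1 rose by 3.97, the metalloprotease ADAMTS6 by 2.56 and the urokinase gene PLAU by 1.90. Genes that trophoblasts are not known to use moved in the same direction. Of 75 genes of other organs, 30 were higher, 1 was lower and 44 did not pass (30 higher and 1 lower when adjusted over the list alone, mean 0.62, adjusted p = 8.46e-07 from camera). Among them the sperm protein gene TNP2 rose by 3.02 and the lung surfactant gene SFTPC by 1.67. Of 85 keratin-associated proteins of hair, 61 were higher, 0 were lower and 24 did not pass (67 higher when adjusted over the list alone, mean 1.19, adjusted p = 3.64e-19 from camera). The calls on these 7 lists held with an estimated correlation between genes (adjusted p from 0.0286 to 0.0491), but with the mean of the genes of other organs subtracted, the means of the amine receptors, chemokine receptors, defensins, interferon alpha genes and matrix proteases were 0.11, 0.26, 0.23, 0.44 and -0.046. The lists were written after the categories of the paper and are not independent evidence of direction.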

The top fifteen most significantly enriched canonical pathway terms in EVTs cultured as 3D spheroids included categories: “neuroactive ligand-receptor interaction”, “immune processes, diseases, defensins”, “signaling events”, and “ECM” (FDR p < 0.05; Supplementary Table S1). 

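Genes of nucleotide excision repair and DNA replication were lower in 3D spheroids. Those of RNA polymerase II and mitosis were lower too, but their calls depended on the test. Of 56 genes of the RNA polymerase II machinery, 0 were higher, 27 were lower and 29 did not pass an adjusted p below 0.05 from limma (1 higher and 28 lower when adjusted over the list alone). Their mean log2 fold change was -0.66 (adjusted p = 9.7e-06 from camera). The polymerase subunit gene POLR2E fell from 11.65 ± 0.26 to 9.26 ± 0.30 (log2, SD, n = 4 each). The cap-binding gene NCBP2, the TFIID subunit gene TAF12 and the TFIIF subunit gene GTF2F1 had log2 fold changes of -2.28, -2.23 and -1.95. Of 28 genes of nucleotide excision repair, 0 were higher, 17 were lower and 11 did not pass (18 lower when adjusted over the list alone). Their mean was -0.84 (adjusted p = 3.02e-06 from camera). Among them ERCC2 and CDK7, subunits of the transcription factor TFIIH, had log2 fold changes of -1.83 and -1.43. Of 56 genes of DNA replication, 0 were higher, 39 were lower and 17 did not pass (40 lower when adjusted over the list alone). Their mean was -0.89 (adjusted p = 5.29e-10 from camera). Log2 fold changes were -2.52 for UHRF1, -2.41 for the single-strand binding protein gene RPA1, -2.33 for the chromatin assembly gene CHAF1A and -2.29 for the licensing factor gene CDT1. The sliding clamp gene PCNA was at 0.02 (adjusted p = 0.944 from limma). Of 69 genes of mitosis, 0 were higher, 27 were lower and 42 did not pass (27 lower when adjusted over the list alone). Their mean was -0.55 (adjusted p = 1.56e-05 from camera, adjusted p = 0.132 with an estimated correlation). The checkpoint gene MAD2L1 had a log2 fold change of -1.76, the phosphatase gene CDC25B of -1.65 and the cyclin-dependent kinase gene CDK1 of -1.45. The proliferation marker MKI67 was at -0.41 (adjusted p = 0.283 from limma) and the cyclin gene CCNB1 at -0.19 (adjusted p = 0.572). With an estimated correlation the lists for RNA polymerase II, excision repair and replication were still called (adjusted p = 0.0286, 0.0324 and 0.0324). The call on mitosis also ended after cyclic loess normalization (adjusted p = 0.106), and the medians of mitosis and of RNA polymerase II, at percentiles 7.53 and 5.65, lay within the central 95% of 10000 random lists matched on mean expression. Among probe sets brighter than the genes of other organs, neither of these lists was called (adjusted p = 0.136 and 0.066), at means of -0.56 and -0.70.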

The top fifteen most significantly down-regulated pathway terms in 3D spheroids included categories: “diseases”, “transcription, HIV life cycle”, “cell cycle”, and “cell cycle, apoptosis” (FDR p < 0.05; Supplementary Table S2). Full list of canonical pathway modules, categories, and terms may be found in Supplementary Table S3.

**Figure 3:**
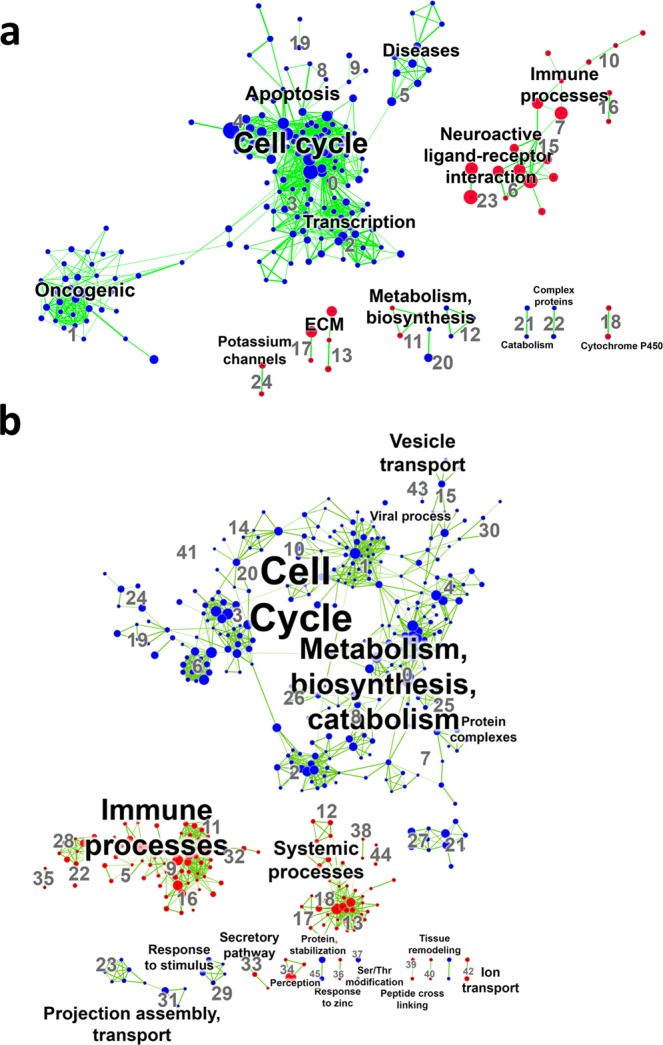
Enrichment maps of GSEA canonical pathways and biological processes comparing EVTs cultured as 3D spheroids and 2D monolayers. (**a**) Visualization of results of canonical pathway analyses and (**b**) biological process analyses. Every node (dot) represents a module of enriched genes in a particular pathway or process, with the size of the node representing number of genes. Red nodes indicate up-regulation in 3D spheroids compared to 2D monolayers and blue nodes represent down-regulation. Every edge (green line) represents overlap of genes between two pathways or processes, with the thickness of the line representing number of genes overlapping. Font size of annotated classification reflects number of modules within that classification group. Significance determined by FDR p-value < 0.05 and absolute fold change ≥2.

We also performed GSEA to identify the enriched biological processes in 3D spheroids compared to 2D monolayers (Fig. 3b). The top fifteen most significantly enriched biological process terms in EVTs cultured as 3D spheroids included categories: “immune processes”, “perception”, “chemotaxis”, “peptide cross linking”, “systemic processes”, and “response to zinc” (FDR p < 0.05; Supplementary Table S4). 

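Metallothioneins, inflammatory cytokines, chemokines, odorant receptors and genes of the cornified envelope were higher in 3D spheroids. Of 16 genes of metallothioneins and the zinc response, 11 were higher, 0 were lower and 5 did not pass an adjusted p below 0.05 from limma (11 higher when adjusted over the list alone). The mean of their log2 fold changes was 3.14 and their median 3.78 (adjusted p = 6.02e-11 from camera). MT2A rose from 15.35 ± 0.26 to 19.36 ± 0.09 (log2, SD, n = 4 each), near the highest values on the 3D arrays (19.67 to 19.86), where a rise can be compressed. Of 37 inflammatory targets of the transcription factor NF-kB, 25 were higher, 2 were lower and 10 did not pass (26 higher and 2 lower when adjusted over the list alone). Their mean was 1.71 (adjusted p = 2.71e-10 from camera). The cytokine genes IL1B and IL6 had log2 fold changes of 3.98 and 3.90, and TNFAIP3, which encodes an inhibitor of NF-kB signalling, of 2.00. Of 38 chemokines, which attract leukocytes, 18 were higher, 0 were lower and 20 did not pass (21 higher when adjusted over the list alone). Their mean was 1.14 (adjusted p = 7.34e-07 from camera). CXCL1 and CXCL3 had log2 fold changes of 3.31 and 2.53, and CCL2 was at 0.65 (adjusted p = 0.0659 from limma). Of 348 olfactory receptors, the odorant receptors of the nose, 209 were higher, 0 were lower and 139 did not pass (228 higher when adjusted over the list alone). Their mean was 0.92 (adjusted p = 1.69e-20 from camera). Their median level was 4.24 in 2D monolayers and 5.12 in 3D spheroids, and OR2B6 had a log2 fold change of 2.77 (standard error 0.28). Of 24 taste receptors, 7 were higher, 0 were lower and 17 did not pass (7 higher when adjusted over the list alone). Their mean was 0.55 (adjusted p = 0.0023 from camera), and TAS2R38, a receptor for bitter taste, was at 1.45. Of 49 genes of the cornified envelope, the cross-linked protein layer of skin, 25 were higher, 0 were lower and 24 did not pass (26 higher when adjusted over the list alone). Their mean was 0.77 (adjusted p = 2.92e-07 from camera). The envelope precursors SPRR4, SPRR2A and LCE2A had log2 fold changes of 2.28, 2.03 and 2.02, whereas the cross-linking enzyme gene TGM1 was at 0.43 (adjusted p = 0.307 from limma) and the precursor gene IVL at -0.15 (adjusted p = 0.634). In both groups, the median levels of chemokines, olfactory receptors, taste receptors and cornified envelope genes lay between 4.24 and 5.80. These are below the 95th percentiles of the antigenomic probe sets (6.53 to 6.89), so expression of many of these genes is uncertain. The genes of other organs and the keratin-associated proteins also rose, by the means given for them with the receptors. All 6 lists were called with an estimated correlation too (adjusted p from 0.0286 to 0.0346), but the call on taste receptors ended after cyclic loess normalization (adjusted p = 0.0962), and their mean was -0.070 with the mean of the genes of other organs subtracted. With that subtraction the means of the other lists were 2.52 for metallothioneins, 1.09 for NF-kB targets, 0.52 for chemokines, 0.30 for olfactory receptors and 0.15 for the cornified envelope.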

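Genes of mitochondrial energy metabolism and of serine synthesis were lower in 3D spheroids, and the subunits of the proteasome went in both directions. Of 73 genes of oxidative phosphorylation, 3 were higher, 42 were lower and 28 did not pass an adjusted p below 0.05 from limma (3 higher and 49 lower when adjusted over the list alone). Their mean log2 fold change was -0.77 (adjusted p = 5.29e-10 from camera, adjusted p = 0.0568 with an estimated correlation). The complex I subunit gene NDUFA11 fell from 11.84 ± 0.10 to 9.38 ± 0.27 (log2, SD, n = 4 each). NDUFV1 of complex I and ATP5F1C of the ATP synthase had log2 fold changes of -1.98 and -1.83. Of 16 genes of the tricarboxylic acid cycle, 0 were higher, 7 were lower and 9 did not pass (7 lower when adjusted over the list alone). Their mean was -0.62 (adjusted p = 0.0086 from camera, adjusted p = 0.115 with an estimated correlation). The succinyl-CoA ligase gene SUCLG2 was at -2.84 and the oxoglutarate dehydrogenase gene DLST at -1.34. Of 36 genes of mitochondrial protein import, 2 were higher, 20 were lower and 14 did not pass (4 higher and 20 lower when adjusted over the list alone). Their mean was -0.57 (adjusted p = 2.99e-04 from camera, adjusted p = 0.0539 with an estimated correlation), and the import receptor gene TOMM70 was at -1.33. Of 17 genes of serine and one-carbon metabolism, 1 was higher, 11 were lower and 5 did not pass (1 higher and 13 lower when adjusted over the list alone). Their mean was -1.14 (adjusted p = 1.84e-04 from camera, adjusted p = 0.119 with an estimated correlation). The mitochondrial folate enzyme gene MTHFD2 and PHGDH, the entry enzyme of serine synthesis, had log2 fold changes of -2.41 and -1.57, and ALDH1L1, which oxidizes formyl-tetrahydrofolate, was the higher member, at 2.36. The mean level of the serine list differed between the 2D samples A to D, at 9.96, 10.27, 9.57 and 9.19. Of 44 proteasome genes, 4 were higher, 11 were lower and 29 did not pass (4 higher and 10 lower when adjusted over the list alone), and the list was not called (mean -0.24, adjusted p = 0.254 from camera). The proteasome members PSMB9 and PSMB8, at -2.08 and -1.67, belong to the form of the proteasome that interferons induce, and PSMB5, at -1.86, to the standard form. The calls on the tricarboxylic acid cycle and on mitochondrial import ended after cyclic loess normalization (adjusted p = 0.244 and 0.0681). Tested only over probe sets brighter than the median, the calls on these lists and on serine metabolism ended as well (adjusted p = 0.171, 0.0841 and 0.0649) at means of -0.64, -0.55 and -1.16, and the median of the tricarboxylic acid cycle lay at percentile 31.9 of random lists of equal brightness.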

The top fifteen most significantly down-regulated biological process terms in 3D spheroids included categories: “protein complexes”, “metabolism, biosynthesis, catabolism”, “cell cycle”, and “transcription” (FDR p < 0.05; Supplementary Table S5). Full list of biological process modules, categories, and terms may be found in Supplementary Table S6.

### Gene ontology analysis of biological processes

In parallel, we performed gene ontology (GO) analysis on the transcriptome microarray data to elucidate the over-represented biological processes based on differential expression (Fig. 4). The top fifteen most significantly up-regulated biological process terms in EVTs cultured as 3D spheroids compared to 2D monolayers included categories: “sensory perception”, “transport”, “response to stimulus, wound healing”, “G-protein signaling”, and “immune processes, angiogenesis, and response to stimulus” (FDR p < 0.05; Supplementary Table S7). 

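Potassium channels, cytochrome P450 enzymes and genes of wound healing were higher in 3D spheroids, as were the odorant receptors, which signal through G proteins. Of 81 potassium channels, 30 were higher, 1 was lower and 50 did not pass an adjusted p below 0.05 from limma (30 higher and 1 lower when adjusted over the list alone). Their mean log2 fold change was 0.60 (adjusted p = 1.18e-06 from camera). The channel gene KCNA10 rose from 7.40 ± 0.54 to 9.82 ± 0.20 (log2, SD, n = 4 each). KCNH4 and KCNJ12 had log2 fold changes of 2.11 and 2.00. Of 34 cytochrome P450 enzymes, which oxidize steroids, fatty acids and drugs, 12 were higher, 2 were lower and 20 did not pass (13 higher and 2 lower when adjusted over the list alone). Their mean was 0.51 (adjusted p = 0.0011 from camera), and CYP2S1 and CYP4A11 were at 1.56 and 1.44. Of 49 genes of wound healing and coagulation, 19 were higher, 4 were lower and 26 did not pass (19 higher and 4 lower when adjusted over the list alone). Their mean was 0.51 (adjusted p = 0.0012 from camera). The collagen receptor gene ITGA2 had a log2 fold change of 4.00 (standard error 0.21), the protease inhibitor gene TFPI2 of 3.69 and the anticoagulant protein S gene PROS1 of -2.69 (standard error 0.25). The tissue factor gene F3 was at -0.04 (adjusted p = 0.912 from limma). Median levels in 2D monolayers and 3D spheroids were 4.65 and 5.13 for potassium channels and 4.13 and 4.66 for P450 enzymes. Those for wound healing were 5.53 and 6.26. All lay below the 95th percentiles of the antigenomic probe sets (6.53 to 6.89), so expression of many of these genes is uncertain. The 3 lists were called with an estimated correlation too (adjusted p from 0.0315 to 0.0366). With the mean of the genes of other organs subtracted, their means were -0.022, -0.11 and -0.11, and the call on the P450 enzymes ended after cyclic loess normalization (adjusted p = 0.122).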

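Genes of ribosomes, tRNA charging, splicing and chromatin were lower in 3D spheroids. Of 45 cytosolic ribosomal proteins, 1 was higher, 33 were lower and 11 did not pass an adjusted p below 0.05 from limma (1 higher and 37 lower when adjusted over the list alone). Their mean log2 fold change was -0.79 (adjusted p = 3.77e-10 from camera). RPS14 fell from 13.97 ± 0.20 to 12.24 ± 0.35 (log2, SD, n = 4 each). RPS29 and RPL19 had log2 fold changes of -1.64 and -1.59, and RPS26 was the higher member, at 1.57. Of 74 mitochondrial ribosomal proteins, 0 were higher, 45 were lower and 29 did not pass (48 lower when adjusted over the list alone). Their mean was -0.74 (adjusted p = 2.16e-09 from camera), and MRPL14 was at -2.55. Of 31 aminoacyl-tRNA synthetases, which load tRNAs with amino acids, 0 were higher, 15 were lower and 16 did not pass (1 higher and 16 lower when adjusted over the list alone). Their mean was -0.86 (adjusted p = 9.87e-05 from camera, adjusted p = 0.14 with an estimated correlation). The seryl- and alanyl-tRNA synthetase genes SARS1 and AARS1 had log2 fold changes of -3.13 and -2.78. The mean level of the synthetases was 9.02 and 9.31 in the 2D samples A and B and 8.73 and 8.39 in C and D. Of 63 spliceosome genes, 4 were higher, 30 were lower and 29 did not pass (4 higher and 31 lower when adjusted over the list alone). Their mean was -0.59 (adjusted p = 2.03e-05 from camera, adjusted p = 0.0504 with an estimated correlation). The splicing factor genes SF3A2 and SNRPB were at -1.72 and -1.70. Of 66 chromatin modifiers, 0 were higher, 36 were lower and 30 did not pass (2 higher and 38 lower when adjusted over the list alone). Their mean was -0.76 (adjusted p = 1.35e-08 from camera). The remodelling ATPase gene SMARCA2 was at -2.70, the methyltransferase complex gene ASH2L at -1.81 and the DNA methyltransferase gene DNMT1 at -1.70. The calls on both kinds of ribosomal protein and on chromatin modifiers held with an estimated correlation (adjusted p from 0.0300 to 0.0363), and that on the spliceosome ended after cyclic loess normalization (adjusted p = 0.0985, mean -0.23) and among probe sets brighter than the genes of other organs (adjusted p = 0.168, mean -0.59).

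**Figure D2:**
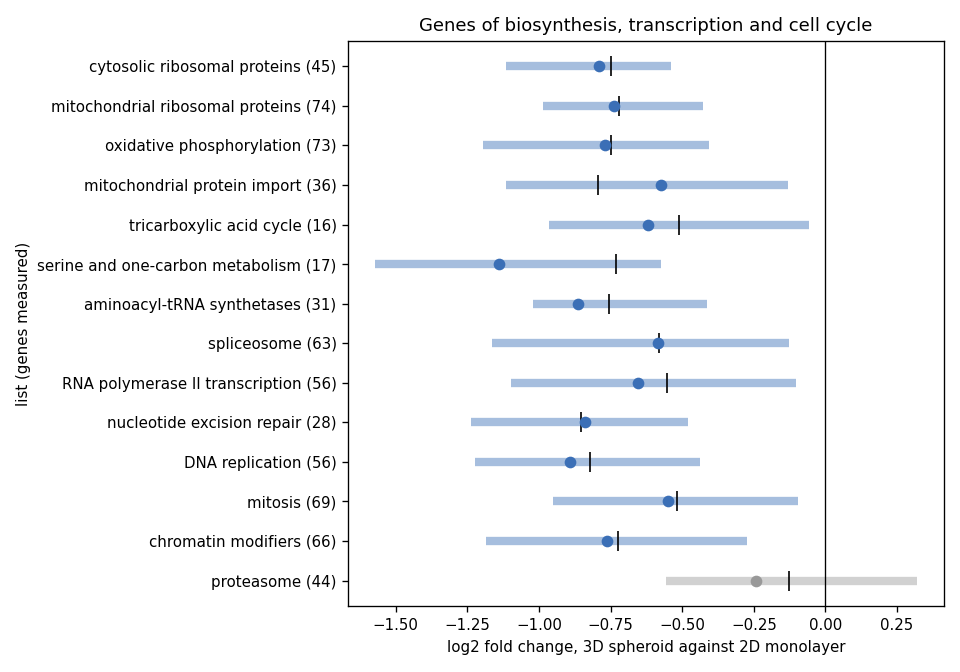
Log2 fold changes, 3D spheroid against 2D monolayer, of 14 lists of genes, with the number of genes measured in brackets. Circles show the mean of the genes, ticks the median and bars the range from the lower to the upper quartile, in blue for lists with an adjusted p below 0.05 from camera and in grey for the proteasome, which was not called. The means of the called lists lie between -0.55 for mitosis and -1.14 for serine and one-carbon metabolism.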

The top fifteen most significantly down-regulated biological process terms in spheroids compared to monolayers included categories: “metabolic, biosynthetic, catabolic processes”, “transcription, translation, DNA replication”, and “cell cycle” (FDR p < 0.05; Supplementary Table S8). Full list of GO biological process categories, terms, and gene lists may be found in Supplementary Table S9.

**Figure 4:**
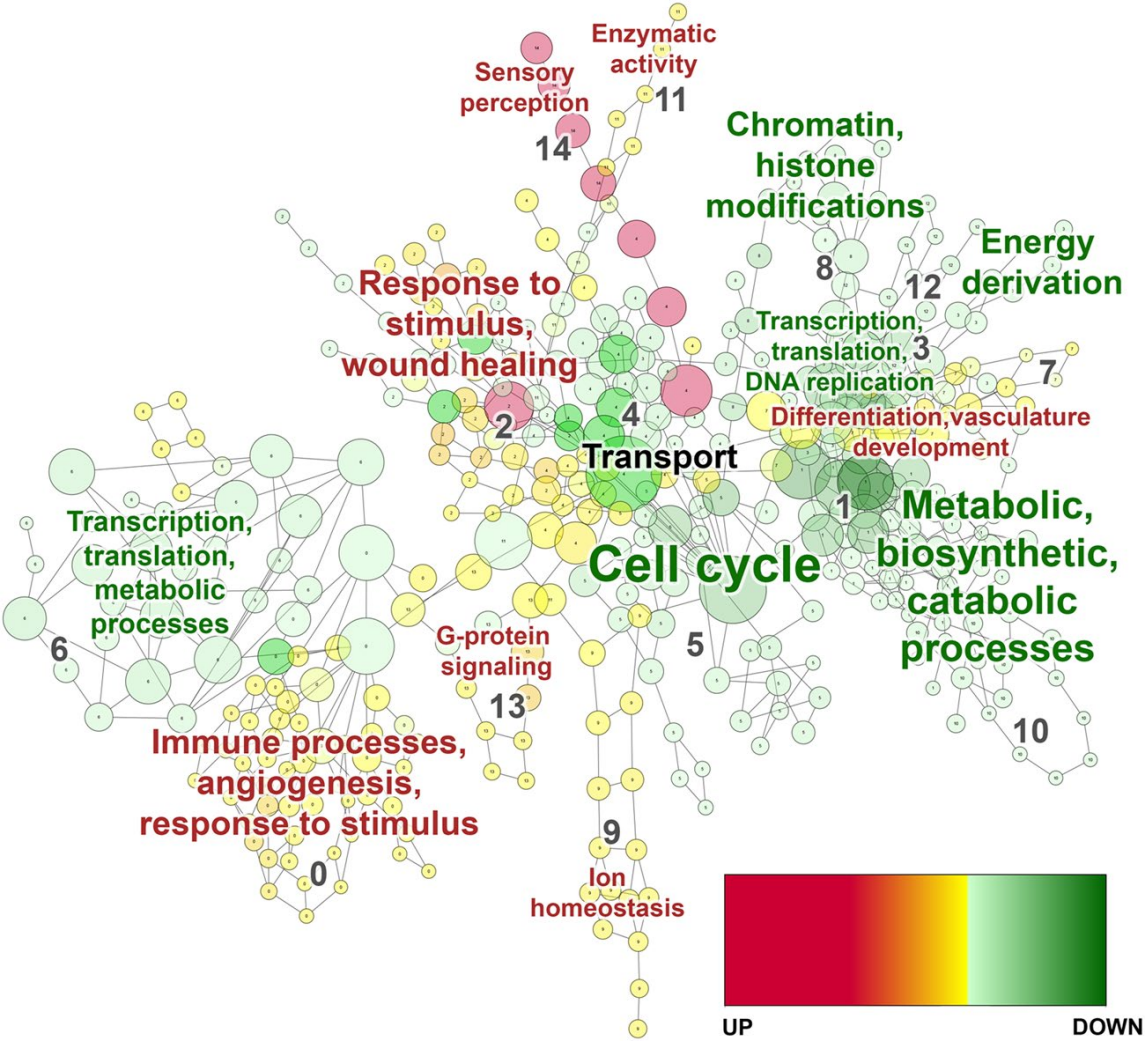
Gene ontology analysis map of biological processes comparing EVTs cultured as 3D spheroids and 2D monolayers. Visualization of results of biological process analyses. Every node (circle) represents a module of overrepresented genes in a particular process, with the size of the node representing number of genes. Nodes with red to yellow colour gradients indicate strong to weak up-regulation, respectively. Nodes with dark to light green colour gradients indicate strong to weak down-regulation, respectively. Every edge (line) represents overlap of genes between two pathways or processes. Red font colour indicates an up-regulated category in 3D spheroids compared to 2D monolayers, green font indicates down-regulated, and black font indicates a category with an even number of terms regulated in each direction. Font size of annotation reflects number of modules within that category. Significance determined by FDR p-value < 0.05 and absolute fold change ≥2.

### Increased expression of markers related to epithelial-mesenchymal transition (EMT), cell-cell contact, angiogenesis, and invasion in EVTs cultured as 3D spheroids

We were particularly intrigued by the up-regulated biological process categories of “immune processes, angiogenesis, response to stimulus”, “response to stimulus and wound healing”, and “differentiation and vasculature development” in 3D spheroids, given the important role played by EVTs in placental invasion and vascular remodeling (FDR p < 0.05; Supplementary Table S9). 

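VEGFA, VEGFC, SEMA3C and NRP2 rose in 3D spheroids, while most genes of the angiogenesis list did not pass the test. Of 62 angiogenesis genes, 24 were higher, 6 were lower and 32 did not pass an adjusted p below 0.05 from limma (24 higher and 6 lower when adjusted over the list alone). The log2 fold changes had a mean of 0.84 and a median of 0.33 (adjusted p = 1.42e-04 from camera, adjusted p = 0.0286 with an estimated correlation). VEGFC, a growth factor of lymphatic vessels, rose from 9.98 ± 0.39 to 13.72 ± 0.18 (log2, SD, n = 4 each), a log2 fold change of 3.74 (standard error 0.24, adjusted p = 1.61e-07 from limma). VEGFA rose from 9.67 ± 0.82 to 11.99 ± 0.16, a log2 fold change of 2.32 (standard error 0.33, adjusted p = 1.79e-04). The guidance factor gene SEMA3C and NRP2, a co-receptor for semaphorins and VEGFC, had log2 fold changes of 4.51 and 4.11. The 2D samples of NRP2 (4.09 to 5.99) lay below the 95th percentiles of the antigenomic probe sets (6.53 to 6.85), so the size of its rise is uncertain. HIF1A, the oxygen-regulated transcription factor, was bright in both groups and had a log2 fold change of 1.35 (standard error 0.26). The VEGF receptor gene FLT1 was at 0.17 (adjusted p = 0.540 from limma), the angiogenesis inhibitor THBS1 at 0.14 (adjusted p = 0.776) and ANGPTL4 at -0.03 (adjusted p = 0.923). Of 21 markers of endothelial cells, 10 were higher, 1 was lower and 10 did not pass (10 higher and 1 lower when adjusted over the list alone). Their mean was 0.64 (adjusted p = 0.0012 from camera, adjusted p = 0.115 with an estimated correlation). EMCN and ESAM had log2 fold changes of 1.90 and 1.74, but PECAM1 was at 0.58 (adjusted p = 0.176 from limma) and CDH5, which encodes VE-cadherin, at -0.23 (adjusted p = 0.516). Genes of other organs moved as much as the endothelial markers, and with their mean subtracted the means of the angiogenesis genes and of the endothelial markers were 0.22 and 0.017.

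**Figure D3:**
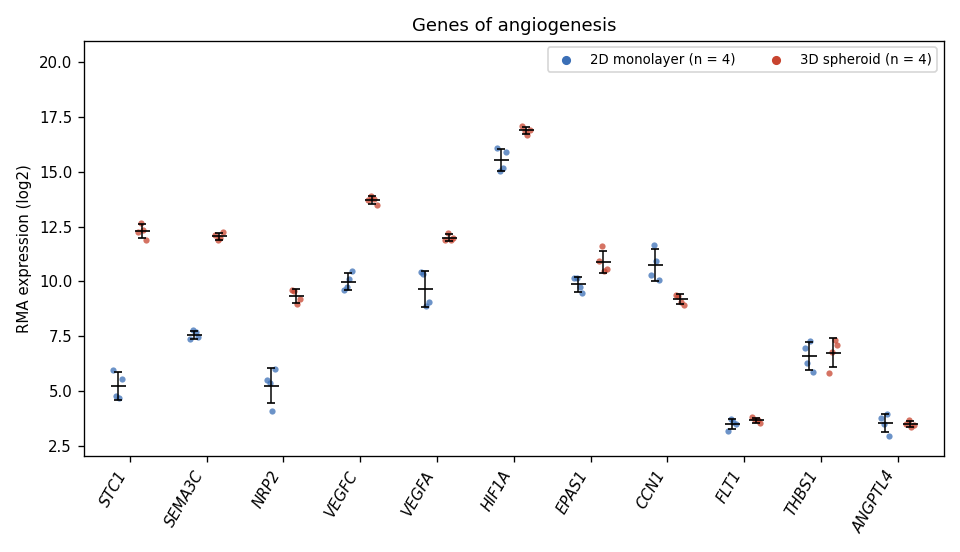
RMA expression on the log2 scale of 11 genes of angiogenesis in 2D monolayers (blue, n = 4) and 3D spheroids (red, n = 4). Each point is an array, with black bars for the mean and SD of the group. The 3D samples lie above the 2D samples for STC1, SEMA3C, NRP2, VEGFC, VEGFA, HIF1A and EPAS1 and below them for CCN1, and the groups overlap for FLT1, THBS1 and ANGPTL4.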

We first investigated changes in markers in the EMT pathway via RT-qPCR, as EMT of trophoblasts closely underlies the initiation of placental invasion^7,16^. mRNA levels of upstream EMT markers *WNT5A*, *TGFB1*, *and TGFB2* were significantly increased in 3D spheroids compared to 2D monolayers (p < 0.01 for all; Fig. 5a). Further downstream, integrin (*ITG*)*A2*, *ITGA5*, *ITGB1*, and vimentin (*VIM*) mRNA levels were increased in 3D spheroids compared to 2D, and occludin (*OCLN*) mRNA levels were decreased (p < 0.01 for all; Fig. 5b). Contrastingly, E-cadherin (*CDH1*) and zona occludens-1 (*TJP1*) mRNA levels were significantly increased in 3D spheroids (p < 0.01 for all; Fig. 5b), whereas they are typically repressed during EMT^16^. This may be explained in part by the fact that *CDH1* and *TJP1* were also markers of cell-cell contact and tight junction formation, which is promoted by 3D culture^7^. Claudin (*CLDN*)*1* and *CLDN4* mRNA levels, additional markers of tight junctions, were also significantly increased in 3D spheroids (p < 0.001 for all; Fig. 5b).

**Figure 5:**
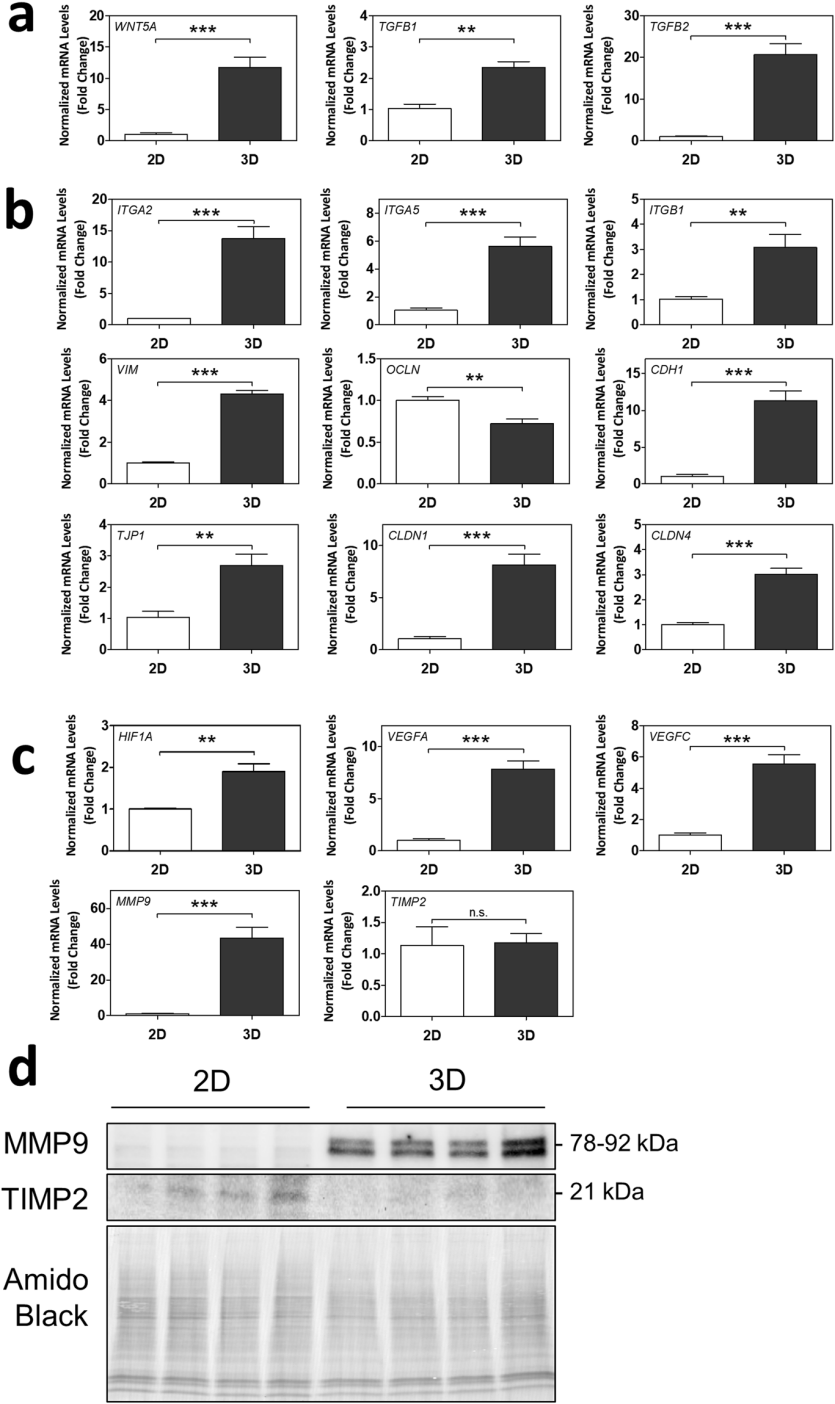
3D spheroids exhibit differential mRNA and protein expression of markers of epithelial-mesenchymal transition (EMT), cell-cell contact, angiogenesis, and invasion/migration. Normalized mRNA levels of (**a**) *WNT5A*, *TGFB1*, *TGFB2*, (**b**) *ITGA2*, *ITGA5*, *ITGB1*, *VIM*, *OCLN*, *CDH1*, *TJP1*, *CLDN1*, *CLDN4*, (**c**) *HIF1A*, *VEGFA*, *VEGFC*, *MMP9*, and *TIMP2*, as measured using RT-qPCR. Significant differences between groups determined by unpaired t-test; n = 4. Significant differences between means were indicated by **(p < 0.01) or ***(p < 0.001). Non-significant differences indicated by n.s. (**d**) Cropped blots of MMP9 and TIMP2 protein bands as detected by Western blot, and Amido Black staining of total protein. n = 4. Membrane was cut below 63 kDa and top half used for the MMP9 blot. Remaining membrane was cut above 25 kDa and lower half used for the TIMP2 blot. Whole blots with protein ladders found in Supplementary Fig. S1.

We further investigated placental angiogenesis and invasion gene markers shared across several of the biological process categories listed above. We found significant up-regulations in mRNA levels of *HIF1A*, *VEGFA*, *VEGFC*, and *MMP9* in EVTs cultured as 3D spheroids compared to 2D monolayers (p < 0.01 for all genes; Fig. 5c). mRNA levels of *TIMP2* remained unchanged (Fig. 5c). Protein levels of MMP9 were also increased in EVTs cultured as 3D spheroids, and protein levels of TIMP2 decreased (Fig. 5d; Whole blots provided in Supplementary Fig. S1). Altogether, this suggests that EVTs cultured as 3D spheroids exhibit enhanced expression of EMT activation, cell-cell contact, and tight junction formation in association with increased expression of angiogenesis and invasion.

### EVT spheroids exhibit dynamic invasion when embedded into ECM

Considering that the spheroids expressed increased markers of invasion and angiogenesis, we next investigated their actual, functional invasiveness. We adapted and applied a novel, high-throughput spheroid invasion assay for use with our EVT spheroids^17^. Spheroids were embedded into ECM on day two, and observable invadopodia-like projections began to sprout from the spheroid core on day four, increasing in invaded area over the eight days (Fig. 6a). Mean spheroid invasion significantly increased over time, reaching approximately 60–70% invasion at day eight (p < 0.05; Fig. 6b). Using F-actin and DAPI immunofluorescent staining, the invadopodia-like projections were found to be actual cells moving away from the spheroid core and into the ECM (Fig. 6c). Control spheroids that were not embedded in ECM did not exhibit any invadopodia-like projections and remained as round spheres over the eight days (Fig. 6c). ECM-embedded, invasive spheroids further demonstrated significantly increased immunofluorescent staining for HIF1A protein (p < 0.05; Fig. 6d,f) and MMP9 protein (p < 0.05; Fig. 6e,g) compared to control spheroids.

**Figure 6:**
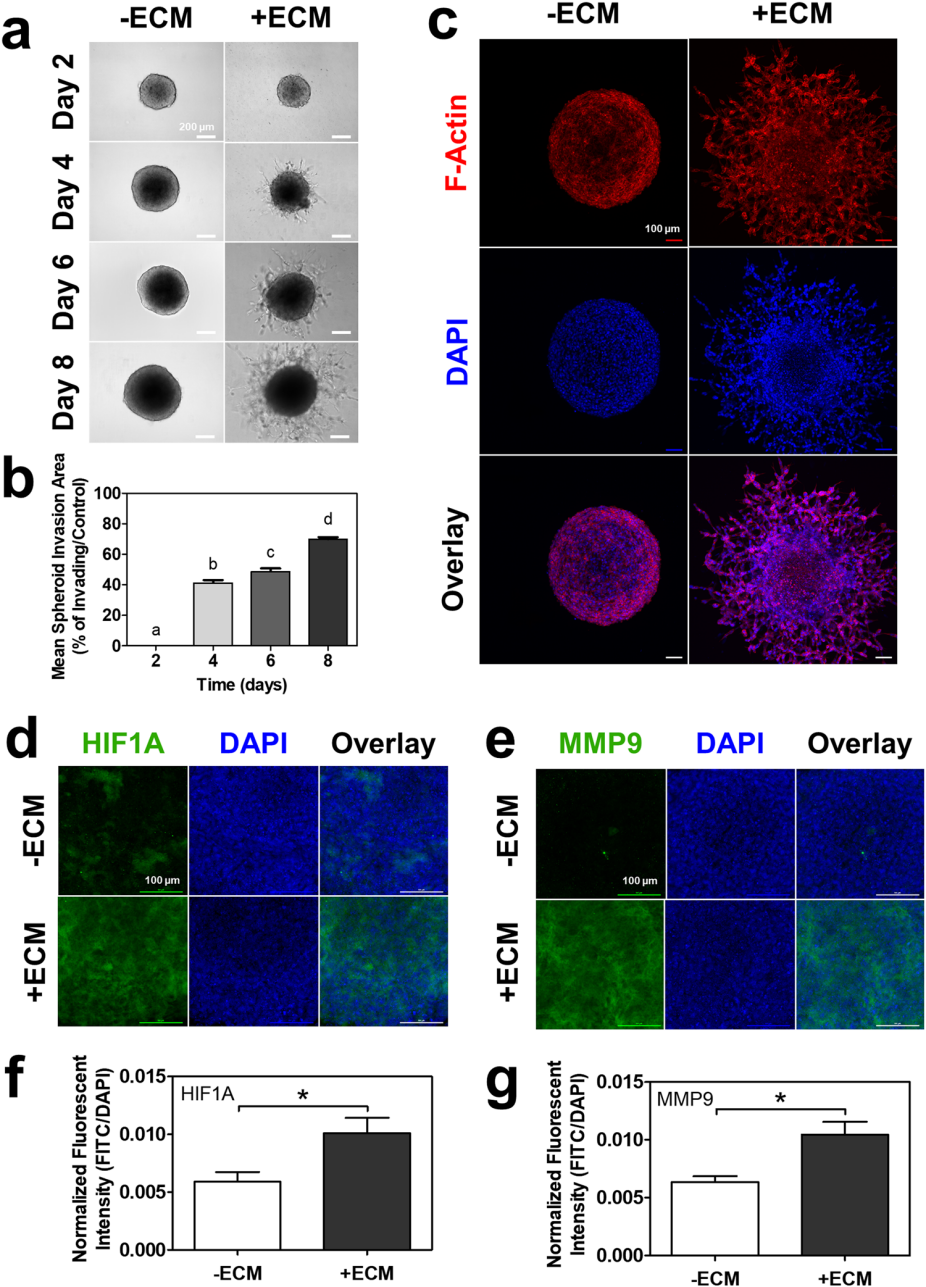
EVT spheroids exhibited continuous invasion into ECM over eight days. (**a**) Brightfield images of EVT spheroids without or with ECM over eight days. 10x magnification. Scale bar indicates 200 µm. (**b**) Histogram of mean spheroid invasion area percentage over eight days. Significant differences between groups determined by one-way ANOVA followed by Tukey’s post-test; n = 6. Significant differences between means as determined by post-tests were indicated by different letters. (**c**) Immunofluorescent confocal images of EVT spheroids without or with ECM at day eight stained with phalloidin (F-Actin; green) and DAPI (blue). 10x magnification. Scale bar indicates 100 µm. Immunofluorescent confocal images of EVT spheroids without or with ECM at day eight stained with (**d**) HIF1A (green) or (**e**) MMP9 (green), and DAPI (blue). 20x magnification, imaged at center of spheroid. Scale bar indicates 100 µm. Histogram of mean fluorescent intensity of FITC normalized to area of DAPI-positive nuclei for (**f**) HIF1A and (**g**) MMP9. Significant differences between groups determined by unpaired t-test; n = 3. Significant differences between means were indicated by *(p < 0.05).

### Spheroid invasion impacted by exogenous drugs and compounds

Lastly, we were interested in testing the responsiveness of our 3D EVT spheroids to exogenous drugs and compounds. Spheroids were embedded into ECM and treated with lipopolysaccharide, dexamethasone, or THC every 48 hours for up to eight days. Lipopolysaccharide and dexamethasone have previously been shown to augment and inhibit placental invasion, respectively, thus would serve to validate the spheroids’ responsiveness^18–22^. Lipopolysaccharide (1–100 ng/mL and 10,000 ng/mL) indeed significantly augmented EVT invasion by day eight compared to the vehicle control (p < 0.05; Fig. 7a,b). Tube formation was observable for some LPS-treated spheroids, indicating the invasion of EVTs had extended up to the top of the ECM layer (Fig. 7b). Dexamethasone (100–10,000 nM) significantly inhibited EVT invasion by day eight compared to the vehicle control (p < 0.05; Fig. 7c,d). Given the dynamic invasive response to the validated compounds, we were interested in testing the effects of THC, a controversial, less-understood compound with early evidence to impact placental invasion^23^. THC (30 µM) significantly inhibited EVT invasion by day eight compared to the vehicle control (p < 0.05; Fig. 7e,f).

**Figure 7:**
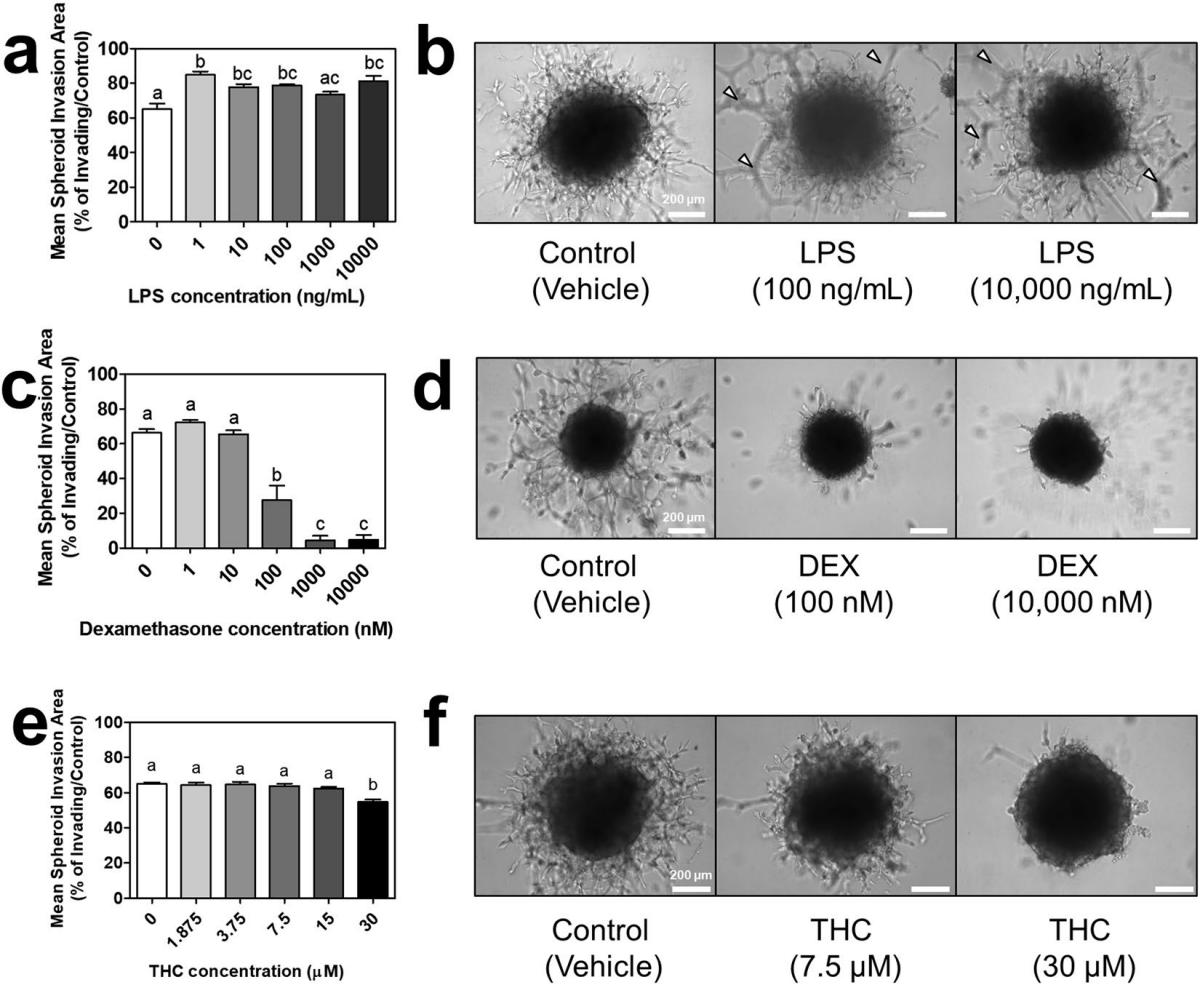
Impact of lipopolysaccharide, dexamethasone, or Δ^9^ – tetrahydrocannabinol on spheroid invasion. (**a**) Mean spheroid invasion areas of EVT spheroids treated with 1–10,000 ng/mL lipopolysaccharide (LPS) on day eight. (**b**) Brightfield images of EVT spheroids in ECM treated with the vehicle control, 100 ng/mL LPS, or 10,000 ng/mL LPS (three representative doses selected along curve to demonstrate effect). White arrows indicate examples of tube formation of EVTs that have invaded to surface of ECM. (**c**) Mean spheroid invasion areas of EVT spheroids treated with 1–10,000 nM dexamethasone (DEX) on day eight. (**d**) Brightfield images of EVT spheroids in ECM treated with the vehicle control, 100 nM DEX, or 10,000 nM DEX. (**e**) Mean spheroid invasion areas of EVT spheroids treated with 1.875–30 µM Δ^9^ – tetrahydrocannabinol (THC) on day eight. (**f**) Brightfield images of EVT spheroids in ECM treated with the vehicle control, 7.5 µM THC, or 30 µM THC. Significant differences between groups determined by one-way ANOVA followed by Tukey’s post-test; n ≥ 3. Significant differences between means as determined by post-tests were indicated by different letters. Images taken at 10x objective magnification. Scale bar represents 200 µm.

## Discussion

Three-dimensional spheroid and organoid cultures carry the potential to restore *in vivo-*like phenotypes in many *in vitro* organ systems^7^. Our study is the first to generate a specific 3D spheroid *in vitro* model of the trophoblast column that is capable of functional and responsive EVT invasion. We further demonstrate that 3D EVT spheroids: (1) express global transcriptomes that are distinct compared to 2D monolayers, (2) exhibit invasive and migratory gene and protein expression profiles alongside dynamic invasive behaviour when embedded into an ECM environment, and (3) may be studied by adapting the innovative spheroid invasion assay, which was originally pioneered by tumour researchers^17,24^, revealing responsiveness to exogenous drugs. Moreover, the simplicity of our ultra-low attachment microplate approach, continuous real-time monitoring capability, relative low cost of materials required, and use of a well-established cell line, collectively provides an accessible and versatile tool for researchers.

The major transcriptomic differences found in the GSEA and GO analyses altogether suggest that spheroid culturing conditions alone are sufficient to drive EVTs towards expressing a unique genetic profile compared to monolayers. 

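On the arrays, genes of the mesenchymal side of EMT and integrins were higher in 3D spheroids, and genes of cell junctions went in both directions. Of 52 mesenchymal genes, 20 were higher, 6 were lower and 26 did not pass an adjusted p below 0.05 from limma (20 higher and 6 lower when adjusted over the list alone). Their mean log2 fold change was 0.68 (adjusted p = 1.84e-04 from camera, adjusted p = 0.0300 with an estimated correlation). SNAI2, the transcription factor Slug, rose from 8.23 ± 0.42 to 11.27 ± 0.43 (log2, SD, n = 4 each). The surface enzyme gene NT5E, the gelatinase gene MMP9 and the ligand gene WNT5A had log2 fold changes of 2.71, 2.56 and 1.93. In contrast, the matrix genes FN1 (fibronectin) and SPARC were lower, at -0.86 and -0.81 (adjusted p = 0.0116 and 0.0132 from limma). Neither passed after cyclic loess normalization (adjusted p = 0.206 and 0.122 from limma). The transcription factor genes SNAI1 and ZEB1 were at -0.05 and 0.04 (adjusted p = 0.916 and 0.907 from limma), VIM at 0.18 (adjusted p = 0.505) and the ligand gene TGFB1 at -0.35 (adjusted p = 0.283). Of 44 epithelial genes that EMT lowers, 9 were higher, 3 were lower and 32 did not pass (8 higher and 3 lower when adjusted over the list alone). Their mean was 0.32 (adjusted p = 0.0304 from camera, adjusted p = 0.132 with an estimated correlation). The tight junction gene CLDN1 had a log2 fold change of 3.06, the transcription factor gene EHF of 2.48 and CLDN4 of 1.43, whereas OCLN, another tight junction gene, had one of -2.25. On every array CLDN4 (at most 5.46) lay below the 95th percentile of the antigenomic probe sets (6.53 to 6.89). EHF did so on the 2D arrays (3.89 to 4.78), so the rises of CLDN4 and EHF are uncertain. CDH1, which encodes E-cadherin, was at 0.34 and dim in both groups (3.95 ± 0.39 and 4.29 ± 0.63, adjusted p = 0.409 from limma). Of 44 tight junction genes, 10 were higher, 7 were lower and 27 did not pass (10 higher and 7 lower when adjusted over the list alone, adjusted p = 0.189 from camera). TJP1, the scaffold protein ZO-1, had a log2 fold change of -0.70 (adjusted p = 0.0155 from limma), and of -0.27 (adjusted p = 0.347) after cyclic loess normalization. Of 34 genes of adherens junctions, desmosomes and gap junctions, 6 were higher, 6 were lower and 22 did not pass (4 higher and 5 lower when adjusted over the list alone, adjusted p = 0.838 from camera), with a mean of -0.01 and a median of 0.10. The connexin gene GJA1 was at 3.16 and the desmosomal cadherin gene DSG2 at -1.79. The desmosomal gene PKP2 fell from 12.04 ± 0.22 to 8.04 ± 0.53 (log2, SD, n = 4 each), among the 12 largest falls. At a fold change of at least 2, 2 genes of this list were higher and 5 lower. Among probe sets brighter than the median, the mean of this list was -0.37 and that of tight junctions 0.0085. Among probe sets brighter than the genes of other organs, these means were -0.44 and -0.25. Of 25 integrins, 8 were higher, 2 were lower and 15 did not pass (8 higher and 2 lower when adjusted over the list alone). Their mean was 0.48 (adjusted p = 0.0235 from camera, adjusted p = 0.0655 with an estimated correlation), and ITGAX and ITGB1 were at 1.89 and 1.12. The calls on the epithelial genes and on integrins ended after cyclic loess normalization (adjusted p = 0.222 and 0.0583, at means of 0.19 and 0.42). That on the epithelial genes also ended without 3D replicate A (adjusted p = 0.0656, at a mean of 0.27). With the mean of the genes of other organs subtracted, the means of the mesenchymal genes, the epithelial genes and the integrins were 0.055, -0.30 and -0.14. ITGB1 then no longer passed (log2 fold change 0.50, adjusted p = 0.0708 from limma). The subtracted mean comes from dim genes, whereas ITGB1 was bright (16.29 to 17.66). After cyclic loess normalization ITGB1 was at 1.17 (adjusted p = 7.43e-04 from limma).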

Spheroids possessed enhanced expression profiles of EMT, cell-cell contact, tight junction formation, invasion, and angiogenesis, suggesting they may be a useful model to study EVT invasion. The initial detachment of EVTs from the trophoblast column and continual, but highly-measured, taxis into the maternal decidua is a key phenomenon observed *in vivo* that is not emulated in traditional invasion assays^25^. One major advantage of our model is the establishment of a solid spheroid core, which mimics the microarchitecture and physiochemical driving forces present at the trophoblast column of the anchoring chorionic villi *in vivo* (*e*.*g*., hypoxia/oxygen gradients, mechanical stimulation via ECM, etc.) Only EVTs that are truly invasive would be capable of detaching, invading, and migrating away from the core, whereas traditional assays use individualized cells that are primed to invade via serum-deprivation/reintroduction^25^. HIF1α, a protein known to be rapidly depleted by oxygen, was indeed augmented in our invading spheroids, suggesting the potential involvement of a hypoxia-driven mechanism^26–28^. HIF1α is a key regulator of invasion *in vivo*, and mice with *Hif1α* knocked out experience impaired placental invasion and angiogenesis compared to controls^29^. MMP9, a crucial matrix metalloproteinase in EVT invasion and known to be stimulated by hypoxia^30^, was also augmented at the protein level in invading spheroids. This reveals a preliminary mechanism that is consistent with *in vivo* EVT invasion, although more work must be done to further validate this.

Spheroid cultures also enable the co-existence of proliferative, quiescent and apoptotic states within the same population due to the nature of the 3D construct and the varying depths that cells reside from nutrient and oxygen sources, which better resembles the heterogeneous cellular organization present *in vivo*^7,24^. Accordingly, it has been well-demonstrated by cancer researchers that tumour spheroids exhibit a more physiological response and resistance in drug studies compared to monolayers^24,31,32^, and thus serve as more predictive *in vitro* models. Yang, *et al*.^33^ showed that pancreatic tumour cells cultured as spheroids exhibited greater invasive and migratory behaviour and more consistently formed tumours when injected into nude mice, compared to parental cells cultured as monolayers. Moreover, following paclitaxel chemotherapy treatment, ovarian cancer spheroids remained 20% more viable and proliferative than monolayers, which resembles a chemoresistance similarly seen in other tumours *in vivo*^32^. Following this hypothesis, our 3D EVT spheroids should also provide more a predictive response and resistance to drug exposure. For obvious ethical reasons, it was challenging to directly compare the drug responses of clinical populations given the lack of available data in pregnant women. We do, however, present novel findings that EVT spheroids are responsive to several exogenous compounds, with augmented invasion caused by lipopolysaccharide and inhibited invasion caused by dexamethasone and THC. It is well-documented that lipopolysaccharide increases cytokines like IL-6^34,35^, which in turn stimulate MMP-2/9 activity to induce invasion^18,19^; whereas dexamethasone induces the opposite effect to inhibit invasion *in vivo* and *in vitro*^20,21^. While our results with lipopolysaccharide and dexamethasone are consistent with Librach, *et al*.^22^, there are some contrasting reports in literature that demonstrate an opposite or null effect^34–36^. This may be explained in part by the length of exposure, in which our model enables chronic exposures (eight days) compared to transwell invasion assays that must be acute (24–48 hours)^34–36^. However, this may also reveal a pitfall of transwell invasion assays as a whole, given that these studies do report a consistent downstream effect of the drug (*e*.*g*., increase and decrease in IL-6 via lipopolysaccharide and dexamethasone, respectively), but are simply unable to elicit the expected EVT invasive response^34,35^. Due to the volatility of the inflammatory response and longer-term drug exposures typically observed in clinical situations, it may be argued that our model’s chronic exposures with real-time measurements are necessary to accurately study the impact of drugs on invasion *in vitro*. Lastly, significant inhibition of EVT invasion by the highest dose of THC seen in our work is consistent with *in vitro* findings by Chang, *et al*.^23^, and may reveal a potential mechanism underlying the detrimental impact of this controversial, recreational and medicinal drug on placental and fetal development^23,37^.

While drug screening applications remain limited, our knowledge of stemness and differentiation in placental spheroids and organoids was recently advanced by some exciting studies^9,11,12^. Nandi, *et al*.^9^ demonstrated that HTR8/SVneo and primary placental cells cultured as spheroids may self-renew and differentiate down various trophoblast lineages (*e*.*g*., syncytiotrophoblast). Using Matrigel^®^ drops and organoid media, Turco, *et al*.^11^ cultured primary cytotrophoblasts as organoids that shared high levels of transcriptomic and methylomic similarities with first trimester placental villi, and may also differentiate into invasive, HLA-G-expressing EVTs. Similarly, Haider, *et al*.^12^ used Matrigel^®^ and organoid media to culture primary cytotrophoblasts as stem-like organoids with comparable gene expression profiles as primary cytotrophoblasts and the capacity to differentiate. Together with our current findings, there is accumulating evidence to support 3D culture as a useful and multifaceted model system for placental research.

In conclusion, we provide comprehensive rationale and evidence supporting the development of a microplate-based, spheroid invasion model for placental research. With enhanced invasive and angiogenic capability compared to 2D monolayer cultures and a dynamic response to exogenous compounds, we propose that our model has the potential to be further developed into a high-throughput, screening tool to preclinically assess the safety and impact of drugs and toxins on placental invasion. Given our current lack of knowledge surrounding the effects of both prescribed and illicit drug use in pregnant women, especially in Canada and the United States^38^, there is a great necessity to advance the development of alternative placental models.

## Methods

### Cell culture

Human placental EVT-derived HTR8/SVneo cells (generously provided by Dr. Peeyush Lala, Western University) were used due to the highly-conserved characteristics and gene expression profiles with placental EVTs^39,40^. HTR8/SVneo cells were cultured at 37 °C in a humidified atmosphere of 5% CO_2_/95% atmospheric air in RPMI-1640 (Corning), supplemented with 5% heat-inactivated FBS (Gibco), 1% (v/v) penicillin-streptomycin (Corning) and 1% (v/v) L-glutamine (Corning).

### EVT spheroid generation

96-well ultra-low attachment (ULA) plates (Corning) were used to promote the self-assembly of HTR8/SVneo cells into three-dimensional (3D) cellular spheroids. HTR8/SVneo cells were seeded at 1,000 cells/mL, 5,000 cells/mL and 10,000 cells/mL into the ultra-low attachment plates. Media was replaced every 48 hours post-seeding by aspirating 100 µL of existing media, being careful to not disturb the spheroid, and dispensing 100 µL of fresh media into each well.

### Live cell imaging and analysis of spheroid size

Live images of the spheroids were captured every 48 hours post-seeding at either 4X or 10X objective magnification using an Eclipse Ti-E Inverted Microscope (Nikon). Diameter (µm) of each spheroid was quantified using a manual measurement tool on ImageJ Fiji software (National Institute of Health). Average spheroid diameters were used to generate a linear regression and slope to track the growth over time (µm/day).

### Cell viability staining assay

To confirm cell viability in spheroids over the experimental period, spheroids were incubated with calcein AM (Thermo Fisher; 1:100) for green fluorescence (live cells) and ethidium homodimer-1 (Thermo Fisher; 1:100) for red fluorescence (dead cells) for 30 minutes on days 4, 6 and 8. Spheroids were imaged in 5 µm z-stacks to capture all layers throughout the spheroid using an Eclipse Ti-E Inverted Microscope (Nikon), and all steps were compiled as a z-projection image. Images were analyzed using NIS Elements software (Nikon) to quantify the total areas covered by live or dead cells. The ratio of live to dead cells was then determined by dividing either live or dead cell area over the total area of the spheroid.

### Hematoxylin and eosin (H&E) staining

Spheroids were fixed in 10% formalin within the ULA plates for 15 min at room temperature. An equal volume of liquified 2% agar was added to each well, mixed, and solidified on ice for 20 min. Solid agar pellets with spheroids were transferred into tissue cassettes, placed into 10% formalin for 48 hours, and stored in 70% ethanol. Agar pellets were then embedded in paraffin wax, sliced into 4 µm sections, stained with H&E, and imaged using an Eclipse Ti-E Inverted Microscope (Nikon).

### Transcriptome-wide microarray

Total RNA was extracted from cells using TRIzol Reagent (Invitrogen) and Direct-zol RNA MiniPrep Kit (Zymo Research), following the manufacturer’s protocol. RNA quality was assessed using the RNA 6000 Nano LabChip Bioanalyzer and TapeStation (Agilent), and 200 ng of RNA was processed to assess 20,000+ genes using the Clarion S Human microarray (Thermo Fisher) and GeneChip™ 3000 instrument system (Thermo Fisher), all carried out at the SickKids TCAG Microarray facility.

### Transcriptomic analysis

Normalization and output file generation was performed with Affymetrix Gene Expression Console (Thermo) using the Robust Multi-Chip Analysis (RMA) algorithm [RMA-Gene-full]^41^. Dendrogram was obtained by using all genes available on the platform excluding the control probes with the built-in *hclust* function in R. The height distance to convergence suggests the degree of similarity between the individual branches (samples). The similarity between the branches was measured based on the expression patterns exhibited by the genes in these samples.

Differential expression analysis was performed by using *limma* package in R^42,43^. Genes with FDR p-value < 0.05 were considered to be significantly regulated. Volcano plot was created using the *limma* package as well. Genes regulated with the absolute fold change ≥2 were used for further analyses. Examination and visualization of the significantly over-represented biological processes (Gene Ontology component) was performed by using the BINGO plugin in Cytoscape environment^44^. Gene Set Enrichment Analysis was performed by using C2, C5 and HALLMARK MSigDB collections on whole gene expression profiles^45,46^. Obtained results were further analyzed and visualized by using the EnrichmentMap plugin in Cytoscape environment^47^.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

Total RNA (500 ng) was further reserve-transcribed to cDNA as previously described^8^. Primer sets directed against gene targets of interest were designed through National Center for Biotechnology Information’s Primer-BLAST primer designing tool and synthesized at McMaster’s Mobix Labs (Table 1). Quantitative analysis of mRNA expression was performed via qPCR using SsoAdvanced™ Universal SYBR® Green Supermix (BioRad) and CFX384 Touch Real-Time PCR Detection System (BioRad). The cycling conditions were 95 °C for 10 min, followed by 40 cycles of 95 °C for 10 secs and 60 °C for 10 secs and 72 °C for 15 secs. Relative fold changes were calculated using the comparative cycle times (Ct) method, normalizing all values to the geometric mean of three endogenous control genes (*18S*, *ACTB*, *GAPDH*). The endogenous control gene was selected based on experimentally-determined Ct stability across all treatment groups. Given that all primer sets had equal priming efficiency, the ΔCt values for each primer set were calibrated to the average of all control Ct values, and the relative abundance of each primer set compared with calibrator was determined by the formula 2^ΔΔCt^, in which ΔΔCt was the normalized value.

**Table 1:** Forward and reverse sequences for the primers used for RT-qPCR.

Gene	Forward	Reverse	GenBank
*18S* (*RNA18S5*)	CACGCCAGTACAAGATCCCA	AAGTGACGCAGCCCTCTATG	NR_003286.2
*ACTB*	TTACAGGAAGTCCCTTGCCATC	GCAATGCTATCACCTCCCCTG	NM_001101.5
*GAPDH*	TCACCATCTTCCAGGAGCGA	ATGACGAACATGGGGGCATC	NM_001357943.1
*HIF1A*	CAGCAACGACACAGAAACTGA	TTGGGTGAGGGGAGCATTAC	AF208487.1
*VEGFA*	GGCAGAATCATCACGAAGTGG	GGTCTCGATTGGATGGCAGT	NM_001171623.1
*VEGFC*	CCAATCACACTTCCTGCCGA	GCCTGACACTGTGGTAGTGTT	NM_005429.4
*WNT5A*	CTTGAGCACGACGAAGCAAC	GGAGGTTGGAGACAAAGGGG	NM_003392.4
*TGFB1*	CTCCCGCAAAGACTTTTCCC	GAATAGGGGATCTGTGGCAGG	NM_000660.7
*TGFB2*	TGCACCATGCTTTGGCTTTC	CTGGCTGGCTCAGCAACTAT	NM_001135599.3
*CDH1*	ACACTGGTGCCATTTCCACT	TTAGGGCTGTGTACGTGCTG	AH006175.2
*OCLN*	TCGACCAATGCTCTCTCAGC	CTCCTGGAGGAGAGGTCCAT	U49184.1
*TJP1*	TCTGAGCCTGTAAGAGAGGACT	GCTTGCTGCTTACCTGTTGAG	AF169196.1
*ITGA2*	CGGTTATTCAGGCTCACCGA	ACCTACCAAGAGCACGTCTG	NM_002203.4
*ITGA5*	CCAAAAGAAGCCCCCAGCTA	TCCTTGTGTGGCATCTGTCC	NM_002205.4
*ITGB1*	AAGCGAAGGCATCCCTGAAA	GTCTACCAACACGCCCTTCA	NM_002211.4
*VIM*	GCAAAGACAGGCTTTAGCGAG	TTCAAGTCTCAGCGGGCTC	NM_003380.5
*CLDN1*	CTGTCATTGGGGGTGCGATA	CTGGCATTGACTGGGGTCAT	NM_021101.5
*CLDN4*	CCACTCGGACAACTTCCCAA	ACTTCCGTCCCTCCCCAATA	NM_001305.4
*MMP9*	CCGGCATTCAGGGAGACGCC	TGGAACCACGACGCCCTTGC	NM_004994.2
*TIMP2*	GAAGAGCCTGAACCACAGGT	GGGGGAGGAGATGTAGCAC	NM_003255.4

### Protein extraction and western blot

Total protein was extracted from cells using RIPA buffer supplemented with protease and phosphatase inhibitor cocktails (Roche). The solution was sonicated for 5 sec total, 1 sec per pulse, vortexed, and quantified by colorimetric DC protein assay (BioRad). Loading samples were prepared from fresh total protein extract, Laemelli Sample Buffer (4X) (BioRad) and β-mercaptoethanol, and heated at 90 °C for 5 min to denature the proteins. Proteins (10 μg/well) were separated by size via gel electrophoresis in Mini-PROTEAN® TGX Stain-Free™ 4–20% polyacrylamide gels (BioRad), and transferred onto polyvinylidene difluoride membranes using the Trans-Blot® Turbo™ Transfer System (BioRad). Membranes were blocked in 1x Tris-buffered saline-Tween 20 buffer with 5% non-fat milk, and then probed using anti-MMP9 (Abcam; ab76003; rabbit; 1:500) and anti-TIMP2 (GeneTex; GTX16392; rabbit; 1:500) antibodies diluted in the blocking solution. Donkey anti-rabbit (1:5,000) secondary antibody was used to detect the species-specific portion of the primary antibody, diluted in the blocking solution. Immuno-reactive bands were visualized using Clarity™ Western ECL Substrate (BioRad). Total protein was stained on the membrane using Amido Black and imaged to ensure even loading and transfer^48^.

### EVT spheroid invasion assay

EVT spheroid invasion was studied by embedding the spheroids in an extracellular matrix (ECM) inside the ultra-low attachment plate. Growth-factor reduced Geltrex^®^ (Thermo) was used as the ECM cocktail. On day 2, after the spheroids have self-assembled inside the ULA plate, 100 µL of media was aspirated from each well and replaced with 100 µL of Geltrex^®^ (10 mg/mL) on ice^30^. The entire plate was then centrifuged at 300 g for 3 min at 4 °C to center the spheroids at a consistent position inside the well, and incubated for 60 minutes at 37 °C to allow the ECM to solidify. 100 µL of media was added on top of the solidified ECM. Brightfield images of the control and ECM-embedded spheroids were captured on days 2, 4, 6 and 8 at 4x or 10x objective magnification using an Eclipse Ti-E Inverted Microscope (Nikon) and analyzed using NIS Elements software (Nikon). Area of invasive edge of each spheroid was quantified at each time point by subtracting the average area of corresponding control spheroids from area of the invaded spheroid. Spheroid invasion percentage was then calculated as the ratio of invasive edge area to total invaded spheroid area and used as a relative measure to compare the invasiveness between spheroids^17^.

### Immunofluorescence

Spheroids were fixed overnight in 4% paraformaldehyde and permeabilized for 5 minutes with 0.1% Triton X-100 in PBS. Samples were then blocked for 1 hour using 0.01% Tween-20, 10% goat serum and 1% bovine serum albumin (BSA) in PBS. Afterwards, samples were incubated with HIF1 alpha primary antibody (Abcam; ab179483; rabbit monoclonal; 1:50) or MMP9 primary antibody (Abcam; ab76003; rabbit monoclonal; 1:250) overnight at 4 degrees, and then incubated with Goat Anti-Rabbit IgG H&L Alexa Fluor® 488 secondary antibody (Abcam; ab150077; goat polyclonal; 2 µg/mL) for 2 hours, as necessary. For F-actin staining, samples were incubated with CytoPainter Phalloidin-iFluor 555 reagent (Abcam; ab176756; 1:1000) for 2 hours. Samples were counterstained with 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI; Santa Cruz; 1.5 µg/mL). All blocking and incubations were performed at room temperature, unless otherwise stated. Spheroids were visualized using an Eclipse Ti-E Inverted Confocal Microscope (Nikon). Z-stack images were taken in 10 µm steps to capture all layers and compiled as a z-projection image. Images were analyzed using NIS Elements software (Nikon).

### Drug treatments

Lipopolysaccharide (*Escherichia coli* serotype 055:B5; Sigma Aldrich) stock solutions were prepared from a dried powder at a concentration of 1 mg/mL in phosphate-buffered saline (Corning), and diluted to working concentrations of 1–10,000 ng/mL in RPMI-1640 media (Corning) at time of use. Dexamethasone (Sigma Aldrich) stock solutions were prepared from a dried powder at a concentration of 1 mg/mL in 90% ethanol, and diluted to working concentrations of 1–10,000 nM in RPMI-1640 media at time of use. Δ^9^ – Tetrahydrocannabinol (THC) stock solutions (Sigma Aldrich) were diluted to working concentrations of 1.875–30 µM in RPMI-1640 at time of use. Cells were treated with 100 µL of media containing either the vehicle control or drug treatment every 48 hours for up to eight days.

### Statistical analyses

Prism 6 software (GraphPad) was used to statistically analyze all experimental results. Results were expressed as means of the normalized values ± standard error of the mean (SEM). Data sets were assessed for statistical significance (p < 0.05) through either an unpaired t-test, or one-way analysis of variance (ANOVA), and if significant, Tukey’s *post hoc* test to perform multiple comparisons.

## Supplementary information

Supplementary Information

Supplementary Table S3

Supplementary Table S6

Supplementary Table S9

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information files). Original dataset files are available in the Gene Expression Omnibus (GEO) repository [GEO accession number: GSE126844; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE126844].

## References

[1] Burton GJ, Fowden AL (2015). The placenta: a multifaceted, transient organ. Philosophical transactions of the Royal Society of London. Series B, Biological sciences.

[2] Huppertz B, Ghosh D, Sengupta J (2014). An integrative view on the physiology of human early placental villi. Prog Biophys Mol Biol.

[3] Red-Horse K (2004). Trophoblast differentiation during embryo implantation and formation of the maternal-fetal interface. The Journal of clinical investigation.

[4] Knofler M (2010). Critical growth factors and signalling pathways controlling human trophoblast invasion. Int J Dev Biol.

[5] Knofler M, Pollheimer J (2013). Human placental trophoblast invasion and differentiation: a particular focus on Wnt signaling. Front Genet.

[6] Chakraborty C, Gleeson LM, McKinnon T, Lala PK (2002). Regulation of human trophoblast migration and invasiveness. Can J Physiol Pharmacol.

[7] Fennema E, Rivron N, Rouwkema J, van Blitterswijk C, de Boer J (2013). Spheroid culture as a tool for creating 3D complex tissues. Trends Biotechnol.

[8] Wong MK (2018). Extracellular matrix surface regulates self-assembly of three-dimensional placental trophoblast spheroids. PloS one.

[9] Nandi P, Lim H, Torres-Garcia EJ, Lala PK (2018). Human trophoblast stem cell self-renewal and differentiation: Role of decorin. Scientific reports.

[10] Rai A, Cross JC (2015). Three-dimensional cultures of trophoblast stem cells autonomously develop vascular-like spaces lined by trophoblast giant cells. Dev Biol.

[11] Turco MY (2018). Trophoblast organoids as a model for maternal-fetal interactions during human placentation. Nature.

[12] Haider S (2018). Self-Renewing Trophoblast Organoids Recapitulate the Developmental Program of the Early Human Placenta. Stem Cell Reports.

[13] Pijnenborg R, Dixon G, Robertson WB, Brosens I (1980). Trophoblastic invasion of human decidua from 8 to 18 weeks of pregnancy. Placenta.

[14] Hirschhaeuser F (2010). Multicellular tumor spheroids: an underestimated tool is catching up again. J Biotechnol.

[15] Lee Y (2007). A unifying concept of trophoblastic differentiation and malignancy defined by biomarker expression. Hum Pathol.

[16] Davies JE (2016). Epithelial-mesenchymal transition during extravillous trophoblast differentiation. Cell Adh Migr.

[17] Vinci, M., Box, C. & Eccles, S. A. Three-dimensional (3D) tumor spheroid invasion assay. *J Vis Exp*, e52686, 10.3791/52686 (2015).10.3791/52686PMC454205625993495

[18] Meisser A, Cameo P, Islami D, Campana A, Bischof P (1999). Effects of interleukin-6 (IL-6) on cytotrophoblastic cells. Mol Hum Reprod.

[19] Cohen M, Meisser A, Bischof P (2006). Metalloproteinases and human placental invasiveness. Placenta.

[20] Zhou L, Zhang A, Wang K, Zhou Q, Duan T (2015). Folate ameliorates dexamethasone-induced fetal and placental growth restriction potentially via improvement of trophoblast migration. Int J Clin Exp Pathol.

[21] Zhang D (2016). Glucocorticoid exposure in early placentation induces preeclampsia in rats via interfering trophoblast development. Gen Comp Endocrinol.

[22] Librach CL (1994). Interleukin-1 beta regulates human cytotrophoblast metalloproteinase activity and invasion *in vitro*. The Journal of biological chemistry.

[23] Chang X (2017). Suppression of STAT3 Signaling by Delta9-Tetrahydrocannabinol (THC) Induces Trophoblast Dysfunction. Cellular physiology and biochemistry: international journal of experimental cellular physiology, biochemistry, and pharmacology.

[24] Vinci M (2012). Advances in establishment and analysis of three-dimensional tumor spheroid-based functional assays for target validation and drug evaluation. BMC Biol.

[25] James J, Tun W, Clark A (2016). Quantifying trophoblast migration: *In vitro* approaches to address *in vivo* situations. Cell Adh Migr.

[26] Pringle KG, Kind KL, Sferruzzi-Perri AN, Thompson JG, Roberts CT (2010). Beyond oxygen: complex regulation and activity of hypoxia inducible factors in pregnancy. Hum Reprod Update.

[27] Huppertz B, Weiss G, Moser G (2014). Trophoblast invasion and oxygenation of the placenta: measurements versus presumptions. J Reprod Immunol.

[28] Genbacev O, Joslin R, Damsky CH, Polliotti BM, Fisher SJ (1996). Hypoxia alters early gestation human cytotrophoblast differentiation/invasion *in vitro* and models the placental defects that occur in preeclampsia. The Journal of clinical investigation.

[29] Cowden Dahl KD (2005). Hypoxia-inducible factors 1alpha and 2alpha regulate trophoblast differentiation. Molecular and cellular biology.

[30] Wang L, Yu Y, Guan H, Liu T, Qiao C (2015). 67-kDa Laminin receptor contributes to hypoxia-induced migration and invasion of trophoblast-like cells by mediating matrix metalloproteinase-9. Clin Exp Pharmacol Physiol.

[31] Charoen KM, Fallica B, Colson YL, Zaman MH, Grinstaff MW (2014). Embedded multicellular spheroids as a biomimetic 3D cancer model for evaluating drug and drug-device combinations. Biomaterials.

[32] Loessner D (2010). Bioengineered 3D platform to explore cell-ECM interactions and drug resistance of epithelial ovarian cancer cells. Biomaterials.

[33] Yang Z (2018). Transcriptome Profiling of Panc-1 Spheroid Cells with Pancreatic Cancer Stem Cells Properties Cultured by a Novel 3D Semi-Solid System. Cellular physiology and biochemistry: international journal of experimental cellular physiology, biochemistry, and pharmacology.

[34] Li L (2016). Effects of Lipopolysaccharide on Human First Trimester Villous Cytotrophoblast Cell Function *In Vitro*. Biology of reproduction.

[35] Anton L, Brown AG, Parry S, Elovitz MA (2012). Lipopolysaccharide induces cytokine production and decreases extravillous trophoblast invasion through a mitogen-activated protein kinase-mediated pathway: possible mechanisms of first trimester placental dysfunction. Hum Reprod.

[36] Champion H, Innes BA, Robson SC, Lash GE, Bulmer JN (2012). Effects of interleukin-6 on extravillous trophoblast invasion in early human pregnancy. Mol Hum Reprod.

[37] Khare M, Taylor AH, Konje JC, Bell SC (2006). Delta9-tetrahydrocannabinol inhibits cytotrophoblast cell proliferation and modulates gene transcription. Mol Hum Reprod.

[38] Vorstenbosch S, Kant A, Dabekausen Y (2018). The Dutch Pregnancy Drug Register, a Good Idea for Canada?. J Obstet Gynaecol Can.

[39] Weber M, Knoefler I, Schleussner E, Markert UR, Fitzgerald JS (2013). HTR8/SVneo cells display trophoblast progenitor cell-like characteristics indicative of self-renewal, repopulation activity, and expression of “stemness-“ associated transcription factors. Biomed Res Int.

[40] Graham CH (1993). Establishment and characterization of first trimester human trophoblast cells with extended lifespan. Experimental cell research.

[41] Irizarry RA (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[42] Phipson B, Lee S, Majewski IJ, Alexander WS, Smyth GK (2016). Robust Hyperparameter Estimation Protects against Hypervariable Genes and Improves Power to Detect Differential Expression. Ann Appl Stat.

[43] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[44] Maere S, Heymans K, Kuiper M (2005). BiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. Bioinformatics.

[45] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America.

[46] Mootha VK (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet.

[47] Merico D, Isserlin R, Stueker O, Emili A, Bader GD (2010). Enrichment map: a network-based method for gene-set enrichment visualization and interpretation. PloS one.

[48] Aldridge GM, Podrebarac DM, Greenough WT, Weiler IJ (2008). The use of total protein stains as loading controls: An alternative to high-abundance single-protein controls in semi-quantitative immunoblotting. J Neurosci Meth.

How the deposited data were processed for this re-analysis (not part of the article)

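The deposited data are 8 Clariom S Human arrays of total RNA from HTR8/SVneo cells, 4 from 3D spheroids and 4 from 2D monolayers. The authors hybridized 1 array per sample. The letters A to D of the labels name distinct samples of each group. The paper's text does not say whether these are separate cultures, and no hybridization or scan dates are given.

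The deposited values are log2 values that the authors computed with the RMA algorithm in Affymetrix Expression Console (setting RMA-Gene-full): background correction, normalization between the arrays and a summary over the probes of each probe set. The versions of that program and of the annotation are not stated. The values were used as deposited, without further normalization. The probe intensities were not used, so the RMA step was not repeated. Of 24351 probe sets, 2903 controls were left out (2809 HTA2, 63 ERCC and 31 AFFX), and 21448 were tested. No value was missing. A probe set was named only if the platform's table gives it 1 gene symbol. There were 17709 such probe sets for 17687 genes, and the other 3739 were counted but not named. RMA values have no detection call, so levels were set against 2 references measured on the same arrays, the 23 antigenomic background probe sets and a list of 75 genes known from other organs.

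Differences between 3D spheroids and 2D monolayers were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with adjusted p-values by the Benjamini-Hochberg method over all tested probe sets. A probe set counted as changed at an adjusted p below 0.05 and an absolute fold change of at least 2, the thresholds of the paper's methods. Members of lists were counted at an adjusted p below 0.05 alone, and again with the adjustment over the list alone. Samples were compared by 1 minus the Pearson correlation over all tested probe sets, with complete linkage, and the difference of the mean distances between and within groups by an exact permutation test over the 35 splits of 8 arrays into 4 and 4.

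In place of the collections used by the paper (MSigDB and Gene Ontology), which were not available, 58 lists of genes were written by hand from general knowledge, with the paper's text and supplementary term tables known. There are 35 lists for categories that the paper names, 15 for other pathways, 6 of markers of cell types and 2 of genes that trophoblasts are not known to use (genes of other organs and keratin-associated proteins of hair). Each was tested with camera of limma at its preset correlation between genes of 0.01, with adjusted p-values over the 58 lists. Named are the genes that the paper measured by RT-qPCR, the 12 genes with the largest rise and the 12 with the largest fall among changed genes whose groups do not overlap, and of each list the 4 members with the largest absolute log2 fold change and members marked in advance. This gives 298 genes. TGFB2 and TIMP2 have no named probe set.

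Other choices tried were normalizations on top of the deposited values (cyclic loess, centring on the array median, quantile normalization again, and subtraction of the mean of the genes of other organs), limits to probe sets brighter than the median of all tested values or than the 95th percentile of the genes of other organs, eBayes with trend and robust, array weights, the letter as a replicate block, other thresholds, 1 probe set per named gene, other distances and average linkage, camera with an estimated correlation, fry, the percentile of a list's median among 10000 random lists matched on mean expression in 50 bins, and the omission of each array in turn. The largest or smallest of 4 values was set apart by Dixon's test (critical value 0.829). Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 made the tables and figures.

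The procedure was tested on simulated data with 21448 probe sets, of which 200 were changed. Of 100 probe sets changed by an absolute log2 fold change of 1.5, 69 were called with the right sign, as were 98 of 100 changed by 3, and 4 unchanged probe sets were called. With none changed, 0 were called by limma. A raised list was called, and 0 of 5 unchanged lists were. The simulated probe sets were drawn independently of each other. The check therefore cannot tell how often camera, at its preset correlation, calls unchanged lists of correlated genes.

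The RT-qPCR measurements of the paper were not analysed here. Its list of measured genes was used for naming genes, and its stated directions were compared with the arrays. The Western blot, imaging and invasion data were not used here.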

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

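The tests of the antigenomic probe sets, of the other silent gene families and of the DUX4 targets were chosen after the result was seen.

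Olfactory receptors and other genes that trophoblasts are not known to use were higher on the 3D arrays. The median log2 fold change of the olfactory receptors was 0.91 (quartiles 0.52 and 1.28), at percentile 100 of random lists matched on mean expression, which argues against a general shift of dim probe sets as the whole explanation. The lowest of their means with 1 array left out was 0.84, which argues against a single array. The antigenomic probe sets had a median difference of -0.084, which argues against more non-specific hybridization. The negative control probe sets of the array had a median difference of 0.24 (quartiles -0.28 and 0.83), with 391 of 612 higher, and since their design is not described, more genomic DNA or unspliced RNA in the 3D samples cannot be told apart from transcription of these genes.

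The USP17L genes, near-identical copies that encode deubiquitinases and that share probes, so that they are not independent, were higher for 14 of 14, with a mean log2 fold change of 3.23 and a median of 3.27. Other families of silent tandem genes had a median of 0.67 (quartiles 0.30 and 1.12), which leaves open whether more genomic DNA, read most strongly by many-copy families, raised the USP17L genes. The members of these other families are not all independent either. CT47A3, CT47A6 and CT47A12 had the same values, as did CT45A8 and CT45A9. The transcription factor DUX4, which activates USP17L genes in other cells, was at 3.48. However, its single-copy targets had a median of 0.72 (quartiles 0.49 and 1.05) and 4 of 10 rose, which argues against a rise of all its targets by as much as the USP17L genes. Those that rose include ZSCAN4 (1.8), TRIM43 (1.33) and LEUTX (1.10). Of the genes of other organs, 30 of 75 rose, with a median of 0.57. The single-copy targets thus stood out little from genes that trophoblasts are not known to use. Since DUX4 need not raise its targets equally, a weaker DUX4 program stays open, but these values do not show one.

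The number of probe sets called by limma, 4562, was reached by 1 of the 35 splits, the real one. The highest of the others was 0 (4577 against at most 1001 at an unadjusted p below 0.05). This share, 0.0286, is the smallest that 4 arrays against 4 allow, and it argues against a random division of these arrays. The other splits mix the groups, which widens the spread within each side and lowers their calls. Since the samples may not be separate cultures, a difference between single cultures or batches cannot be excluded. For the lists called by camera only the real split reached its value too, 43, but the highest of the others was 42. The 16 splits that exchange 1 array per group keep part of the group difference and called 30 to 42 lists. The 18 balanced splits called 0 to 17, so a call at the preset correlation is weak evidence for a single list.

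Single arrays stood apart from the other 3 of their group by Dixon's test in 36 of 712 groups of 4 values, 30 of them named genes and 6 list means, where chance gives about 1 in 20. On 3D array A these were ADAMTS6 10.73, CDH5 4.25, MRPL9 8.11, PLAU 10.04, SPRR2A 7.82 and the means of the mesenchymal genes 8.06 and of the syncytiotrophoblast markers 6.11. On 3D array B they were CCNB1 10.36, MYL9 14.54, PTPRC 5.52 and the mean of mitochondrial protein import 9.01. On 3D array C they were INCENP 7.29, ISG15 4.21, KLF10 11.59, MANF 5.98, PGC 6.82 and the mean of the stromal and decidual markers 7.27. On 3D array D they were ACTN4 11.30, KDM1B 9.56 and OR13G1 5.97. On 2D array A they were DEFB132 5.68, ESAM 4.66, KRT7 5.88, PLAC8 9.28, PSMB5 8.06 and the mean of the integrins 6.38. On 2D array B they were CYP17A1 3.28, KCNJ12 7.07, OR2B6 4.89 and PMEPA1 5.89, on 2D array C LATS2 7.54 and TIMP1 8.83, and on 2D array D H2BC12 16.07, NCBP2 11.75, RPS14 14.26 and the mean of the syncytiotrophoblast markers 5.38.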

How the results depend on the processing

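None of these alternatives was chosen after the result was seen. Of 4562 changed probe sets, the threshold, the limit to bright probe sets and the scaling of the arrays moved the count most. With the mean of the genes of other organs subtracted, 6951 were called (594 higher, 6357 lower); among probe sets brighter than those genes 2842 (779 higher), and among those brighter than the median 3494 (1405 higher). At an absolute log2 fold change of at least 2 there were 480 (277 higher, 203 lower), with no minimum fold change 8214 (4066 and 4148) and with treat 461 (250 and 211). Cyclic loess gave 3554, centring 4687, the replicate block 4563, and the omission of 1 array 4286 (3D replicate A) to 4975 (3D replicate B). Camera called 43 lists, 26 with an estimated correlation, 33 after cyclic loess (hypoxia targets newly among them), 35 of 56 among probe sets brighter than the median, 31 of 52 among those brighter than the genes of other organs, 42 with the replicate block and 41 to 43 with 1 array left out. By the percentile among random lists matched on mean expression 32 stood apart, and not taste receptors (97.45), epithelial genes (82.1), integrins (96.0), the tricarboxylic acid cycle (31.9), mitosis (7.53), spliceosome (4.83), RNA polymerase II (5.65), p53 targets (3.39), interferon-stimulated genes (6.55), autophagy (33.8), WNT genes (73.3) and TGF-beta targets (93.2). Subtraction of the genes of other organs reversed the means of taste receptors (-0.070), potassium channels (-0.022), P450 enzymes (-0.11), matrix proteases (-0.046), wound healing (-0.11), epithelial genes (-0.30), integrins (-0.14), WNT genes (-0.34), TGF-beta targets (-0.11), stromal markers (-0.23) and leukocyte markers (-0.030), since it lowers all genes alike; among probe sets brighter than these genes the epithelial mean was -0.070. The subtraction also turned the means of core matrix proteins (-0.41), tight junctions (-0.40), villous cytotrophoblast markers (-0.40), hypoxia targets (-0.44), chaperones (-0.59) and ERK genes (-0.52) below 0. No named gene with an adjusted p below 0.05 changed its sign in the alternatives run for genes, but genes that did not pass did. The gap between the distances, 0.0426, was 0.0403 to 0.0465 with 1 array left out, 0.0517 with Spearman and 0.0792 among probe sets brighter than the median. Same-letter arrays were no closer (2 of 8 closest to their own letter). Many raised families lie near background, where array signal compresses fold changes. The cause of the other shifts was not tested.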

Differences from the paper's values

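The alternatives compared here were all chosen before the data were examined. The numbers of probe sets analysed, changed, higher and lower equal those of the paper.

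The groups joined at a height of 0.0822 where the paper's dendrogram shows about 0.14 in Fig. 2b, read by eye, and the last 3D sample joined at 0.0304 against about 0.054 in Fig. 2b, read by eye. The paper names neither the distance nor the linkage. With 1 minus the Spearman correlation both heights differed by less than 1.5 times from those read off the figure (0.120 and 0.0609). With probe sets brighter than the median the height of the groups did so too (0.128), but not that of the 3D samples (0.0310). Neither height did so with Euclidean distance (163.3 and 93.4), with average linkage (0.0666 and 0.0300) or with any 1 array left out (0.0729 to 0.0822 and 0.0264 to 0.0304).

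Of the genes for which the paper reports higher transcript levels in 3D spheroids by RT-qPCR, 4 did not rise on the arrays: TGFB1 (-0.35, adjusted p = 0.283 from limma), VIM (0.18, adjusted p = 0.505), CDH1 (0.34, adjusted p = 0.409) and TJP1, which was lower (-0.70, adjusted p = 0.0155, but -0.27, adjusted p = 0.347, after cyclic loess). The signs of TGFB1, VIM and CDH1 changed with the scaling of the arrays (0.12 after cyclic loess for TGFB1, and -0.44 and -0.28 for VIM and CDH1 with the mean of the genes of other organs subtracted). WNT5A, ITGA2, ITGA5, ITGB1, CLDN1, CLDN4, HIF1A, VEGFA, VEGFC and MMP9 were higher, and OCLN lower, by both methods. ITGA5 and ITGB1 did not pass on the arrays with that subtraction (adjusted p = 0.456 and 0.0708 from limma). After cyclic loess they passed, at 1.30 and 1.17 (adjusted p = 0.0018 and 7.43e-04 from limma). CLDN4 (at most 5.46) and CDH1 (at most 4.92) lay below the 95th percentile of the antigenomic probe sets on every array (6.53 to 6.89). The arrays therefore say little about either gene. TGFB2, which the paper also reports as higher, has no named probe set and could not be compared. The paper normalized its RT-qPCR values to control genes, ACTB and GAPDH among them. The array values were instead normalized between whole arrays, so the references of the methods differ. Of the lists written for categories and themes that the paper gives as raised, core matrix proteins, tight junctions and other junctions were not called by camera. Nor was the proteasome of those written for lowered ones. In the paper's text, the statements on junctions rest on RT-qPCR of single genes, CDH1, TJP1, CLDN1 and CLDN4. Fry, which does not compare a list with other genes, called core matrix proteins, tight junctions and the proteasome (adjusted p = 1.27e-04, 0.0181 and 0.0308). In the supplementary table of pathway terms the paper's scores are negative for the 380 terms listed as raised (-3.05 to -0.41) and positive for the 682 listed as lowered (0.54 to 2.80), so their sign runs opposite to the names of the sheets.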

Other observations

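None of the tests of lists below was chosen after the result was seen.

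Targets of ATF4, the transcription factor of amino acid shortage, were lower in 3D spheroids. Of 24, 0 were higher, 15 were lower and 9 did not pass (15 lower when adjusted over the list alone), with a mean log2 fold change of -1.21 (adjusted p = 1.43e-04 from camera, adjusted p = 0.271 with an estimated correlation). SLC7A11 and SLC1A5, amino acid transporters, had log2 fold changes of -3.02 and -2.88 and the stress factor DDIT3 of -2.74, and TRIB3 was at 0.14 (adjusted p = 0.749 from limma). Their mean level was 8.51, 8.93, 7.83 and 7.32 in the 2D samples A to D and 6.80 to 7.04 in the 3D samples, so the 2D monolayers differed among themselves. Without 2D replicate B the mean was -0.95 and without 2D replicate D -1.48.

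Of 22 p53 targets, 1 was higher, 11 were lower and 10 did not pass (1 higher and 11 lower when adjusted over the list alone), with a mean of -0.67 (adjusted p = 0.0019 from camera, adjusted p = 0.134 with an estimated correlation), POLH at -2.10 and the cell cycle inhibitor CDKN1A at -1.71. MDM2 was at 0.31 (adjusted p = 0.341 from limma). Of 40 interferon-stimulated genes, 3 were higher, 15 were lower and 22 did not pass (3 and 15 when adjusted over the list alone). Their mean was -0.45 (adjusted p = 0.0196 from camera, adjusted p = 0.0539 with an estimated correlation). Interferon alpha genes rose, but their expression is uncertain at median levels of 4.56 in 2D monolayers and 5.28 in 3D spheroids. BST2, HERC5 and IFIT1 were at -2.47, -1.88 and -1.56 and ISG15 at 0.15 (adjusted p = 0.716 from limma). Of 41 genes of autophagy and lysosomes, 2 were higher, 11 were lower and 28 did not pass (2 and 9 when adjusted over the list alone), with a mean of -0.35 (adjusted p = 0.0240 from camera, adjusted p = 0.132 with an estimated correlation) and GABARAPL1 at -2.14. Among probe sets brighter than the median, none of these 3 lists was called (adjusted p = 0.0649, 0.131 and 0.278), although their means were -0.76, -0.66 and -0.45.

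Markers of EVTs were higher in 3D spheroids, 15 of 28 higher, 3 lower and 10 not passing (18 and 4 when adjusted over the list alone), with a mean of 0.78 (adjusted p = 1.62e-04 from camera). LAIR2 and PLAC8 were at 2.78 and 1.81, and HLA-G, the class I molecule of EVTs, at -0.49 (adjusted p = 0.0826 from limma). Of 40 syncytiotrophoblast markers, 15 were higher, 1 was lower and 24 did not pass (15 and 1 when adjusted over the list alone), with a mean of 0.63 (adjusted p = 1.84e-04 from camera). ERVW-1, the fusion protein syncytin, was at 2.55 and the hormone subunit CGA at 0.39 (adjusted p = 0.262 from limma). Both lists were called with an estimated correlation too (adjusted p = 0.03), but with the mean of the genes of other organs subtracted their means were 0.16 and 0.013. Of 30 leukocyte markers, 12 were higher, 1 was lower and 17 did not pass (12 and 1 when adjusted over the list alone), with a mean of 0.59 (adjusted p = 0.0011 from camera, adjusted p = 0.0577 with an estimated correlation), near the 0.62 of the genes of other organs. The markers of villous cytotrophoblasts (mean 0.22, adjusted p = 0.579 from camera) and of stromal and decidual cells (mean 0.39, adjusted p = 0.0759) were not called.

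Of 31 WNT ligands and targets, 7 were higher, 3 were lower and 21 did not pass (4 and 2 when adjusted over the list alone), with a mean of 0.28 (adjusted p = 0.0446 from camera, adjusted p = 0.0899 with an estimated correlation). This call was lost without 2D replicate B, 3D replicate A or 3D replicate D (adjusted p = 0.072, 0.0656 and 0.0518) and with the replicate block (adjusted p = 0.0553). The WNT means in these fits were 0.26, 0.26, 0.29 and 0.28. Of 24 targets of TGF-beta and BMP, 5 were higher, 1 was lower and 18 did not pass (5 and 1 when adjusted over the list alone), with a mean of 0.51 (adjusted p = 0.0359 from camera, adjusted p = 0.156 with an estimated correlation) and ID2 at 3.74. This call was lost without 2D replicate D or 3D replicate C (adjusted p = 0.0918 and 0.0598, at means of 0.45 and 0.48). After cyclic loess neither was called (adjusted p = 0.297 and 0.0566, at means of 0.13 and 0.49). Both means were below 0 with the mean of the genes of other organs subtracted.

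Hypoxia targets were not called (of 42, 11 higher, 6 lower and 25 not passing; mean 0.18, adjusted p = 0.246 from camera), with NDRG1 at 1.96, LDHA at 1.76 and HK1 at -1.87. They were called as higher after cyclic loess (adjusted p = 0.00607) and among probe sets brighter than the median (0.00775) or than the genes of other organs (2.9e-04), but with the mean of the genes of other organs subtracted their mean was -0.44. Also not called were glycolysis (mean -0.36, adjusted p = 0.132 from camera), YAP and TAZ targets (-0.28, adjusted p = 0.111), cholesterol synthesis (-0.05, adjusted p = 0.885), chaperones of the endoplasmic reticulum (0.03, adjusted p = 0.838), heat shock proteins (-0.15, adjusted p = 0.715), actin and SRF targets (-0.01, adjusted p = 0.922), ERK and immediate early genes (0.10, adjusted p = 0.594) and replication-dependent histones (-0.05, adjusted p = 0.713). Fry called glycolysis, the YAP and TAZ targets and the stromal markers (adjusted p = 0.0225, 0.0231 and 3.48e-04). Among probe sets brighter than the genes of other organs, camera called the actin and ERK lists (adjusted p = 0.0404 and 0.0385). Members of the ERK list went far in both directions, with EGR1 at -2.89, JUND at -2.78 and FOSL1 at 2.57.

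In total, 26 of 58 lists were called as higher and 17 as lower, and 15 were not called. The 4 probe sets of poly-A spike-ins differed by -0.76 on average (SD 0.25) between 3D and 2D arrays. Their mean per array was 5.28 to 5.47 on the 2D and 4.35 to 4.78 on the 3D arrays, so the groups were fully apart. These levels lay below the 95th percentiles of the antigenomic probe sets (6.53 to 6.89), so the size of the difference is uncertain. The hybridization controls were at 10.5 (10.39 to 10.61) on the 2D and 10.8 (10.71 to 10.97) on the 3D arrays. A technical difference between the groups is thus not excluded.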
